# Critical roles of IKAROS and HDAC1 in regulation of heterochromatin and tumor suppression in T-cell acute lymphoblastic leukemia

**DOI:** 10.1038/s41375-025-02651-1

**Published:** 2025-06-24

**Authors:** Yali Ding, Bing He, Daniel Bogush, Joseph Schramm, Chingakham Singh, Katarina Dovat, Julia Randazzo, Diwakar Tukaramrao, Jeremy Hengst, Charyguly Annageldiyev, Avinash Kudva, Dhimant Desai, Arati Sharma, Vladimir S. Spiegelman, Suming Huang, Chi T. Viet, Glenn Dorsam, Giselle Saulnier Scholler, James Broach, Feng Yue, Sinisa Dovat

**Keywords:** Cancer epigenetics, Acute lymphocytic leukaemia

## Abstract

The *IKZF1* gene encodes IKAROS – a DNA binding protein that acts as a tumor suppressor in T-cell acute lymphoblastic leukemia (T-ALL). IKAROS can act as a transcriptional repressor via recruitment of histone deacetylase 1 (HDAC1) and chromatin remodeling, however the mechanisms through which IKAROS exerts its tumor suppressor function via heterochromatin in T-ALL are largely unknown. We studied human and mouse T-ALL using a loss-of-function and *IKZF*1 re-expression approach, along with primary human T-ALL, and normal human and mouse thymocytes to establish the role of IKAROS and HDAC1 in global regulation of facultative heterochromatin and transcriptional repression in T-ALL. Results identified novel IKAROS and HDAC1 functions in T-ALL: Both IKAROS and HDAC1 are essential for EZH2 histone methyltransferase activity and formation of facultative heterochromatin; recruitment of HDAC1 by IKAROS is critical for establishment of H3K27me3 histone modification and repression of active enhancers; and IKAROS-HDAC1 complexes promote formation and expansion of H3K27me3 Large Organized Chromatin lysine (K) domains (LOCKs) and Broad Genic Repression Domains (BGRDs) in T-ALL. Our results establish the central role of IKAROS and HDAC1 in activation of EZH2, global regulation of the facultative heterochromatin landscape, and silencing of active enhancers that regulate oncogene expression.

## Introduction

IKAROS is a transcription factor which acts as a master regulator of hematopoiesis [1–3] and is essential for immune system development [4–9] and function [10, 11]. Loss of IKAROS function is associated with high-risk B-ALL [5, 12], T-ALL and early T-cell precursor (ETP) leukemia [13]. IKAROS can activate or repress transcription directly or via recruitment of chromatin remodeling complexes to the promoters of its target genes [14–26]. Several reports demonstrated that IKAROS can regulate gene expression in more complex ways – via global regulation of enhancer landscape [27], and by regulating global chromatin architecture [28].

Elucidating the mechanisms through which IKAROS regulates transcription of its target genes is essential for understanding its tumor suppressor function in leukemia. A majority of previous reports focused on the role of IKAROS in epigenetic regulation in normal lymphopoiesis and B-ALL, but studies regarding IKAROS function in the epigenomic regulation of transcription in T-ALL are limited [29–34]. IKAROS’ role in transcriptional repression of individual genes has been documented, however its function in global regulation of transcriptional repression in T-ALL has not been studied. Here we use an *IKZF*1 loss-of-function and re-expression approach in human and mouse T-ALL, along with primary human T-ALL, and normal human and mouse thymocytes to determine the roles of IKAROS and HDAC1 in global regulation of facultative heterochromatin and transcriptional repression in T-ALL. Results revealed novel roles of IKAROS and HDAC1 in regulation of EZH2 histone methyltransferase activity, enhancer silencing, and global regulation of formation and expansion of large heterochromatin domains. These data led to a new model of IKAROS function as a global regulator of heterochromatin landscape and gene expression in leukemia.

## Materials and methods

### Cell culture and viral transduction

JE131 cells (referred here as DN3) are *Ikzf1*-null early T-ALL cells that develop spontaneously in *Ikzf1* knock-out mice [35]. DN3 cells were transduced using an MSCV-based bicistronic retroviral vector that expresses IKAROS and GFP. Wild-type cells as well as retrovirally-transduced cells were collected at 1 and 2-day timepoints for experiments.

### RNA-seq

Total RNA was extracted using QIAGEN RNeasy Mini Kit (Qiagen, Hilden Germany). Libraries were generated and sequenced at the sequencing core facility at Pennsylvania State University College of Medicine (PSUCOM).

### ChIP-seq

ChIP-seq assays for IKAROS, EZH2, HDAC1 and histone modifications were performed using antibodies and methods described in Supplemental Data and as previously described [36, 37]. Samples were sequenced using the Illumina HiSeq 2500 at the sequencing core facility at PSUCOM. The rest of experimental procedures and bioinformatics analysis is described in Supplemental Data.

## Results

### IKAROS is essential for formation of facultative heterochromatin

The role of IKAROS in regulation of heterochromatin landscape in T-ALL was studied by comparing IKAROS loss of function and re-expression of *Ikzf1* into *Ikzf1*-null T-ALL cells as previously described (Fig. S1A) [27]. 

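Gene expression in this model was measured by sequencing polyA RNA of DN3 cells, a mouse T-ALL line that arose in Ikzf1 knockout mice. RNA was taken before transduction (day 0) and on days 1, 2 and 3 after transduction with a retrovirus that expresses Ikzf1, with 2 libraries per day and 8 in all. Fig. S1A describes days 0, 1 and 2. Day 3 of the RNA libraries is known from the sample labels alone. The day 0 cells carried no virus, and no control library of a later day was analysed here, so IKAROS, the virus and the time in culture change together. The authors deposited the expression of each gene as FPKM, a number of fragments scaled by transcript length and library size, with an interval and a status for each value. No read counts were used here. From the widths of these intervals, the libraries were estimated to hold about 19000000 and 11300000 fragments at day 0, 14400000 and 12300000 at day 1, 11900000 and 16400000 at day 2, and 11300000 and 15600000 at day 3. These depths are approximate. Values were compared as log2(FPKM + 1), a scale that understates the change of genes with low expression. Replicates had Pearson correlations across genes of 0.935 at day 0, 0.936 at day 1, 0.916 at day 2 and 0.933 at day 3. A total of 12646 genes with a mean FPKM of at least 1, and no failed value in any library, were tested for each day against day 0 with limma, in 1 model of the 8 libraries.

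The re-expressed gene checks the labels. Ikzf1 (ENSMUSG00000018654.10) lies on the plus strand of chromosome 11 of mm9 from 11585006 to 11672929. Its expression was 187 ± 32.2 FPKM (SD, n = 2) at day 0, 1842 ± 1063 FPKM at day 1, 1674 ± 731 FPKM at day 2 and 1398 ± 221 FPKM at day 3. The lowest library after transduction had 1091 FPKM and the highest day 0 library had 210 FPKM. The log2 change was 3.17 at day 1 (standard error 0.46, adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment), 3.09 at day 2 (adjusted p = 0.0329) and 2.90 at day 3 (adjusted p = 0.0141). At day 1 the test did not pass the threshold of 0.05, although both libraries were above both day 0 libraries. Over the alternatives the adjusted p from limma was between 0.041 and 0.596 at day 1, passing over protein-coding genes only, a setting chosen after seeing the data. It was between 0.00799 and 0.215 at day 2, where the call was lost with no filter on low values and with only the libraries of days 2 and 0, and between 0.00326 and 0.0569 at day 3, where it was lost with no filter. Under the paper's rule the call at day 2 was lost as well. The values do not separate RNA of the retrovirus from RNA of the cells' own locus.

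**Figure D1:**
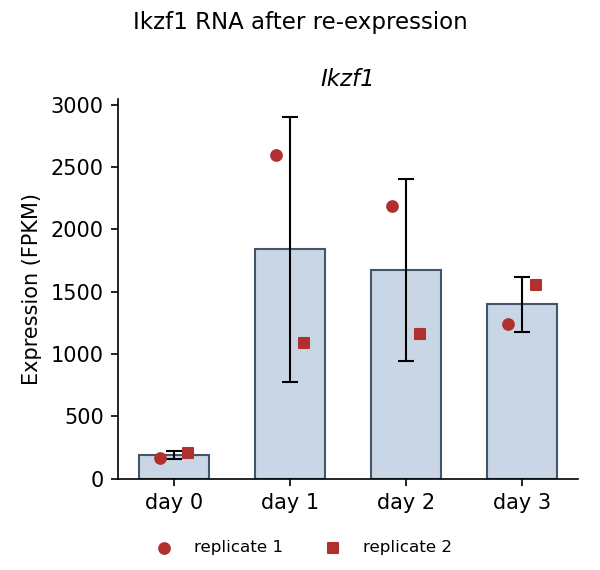
Expression of Ikzf1 in FPKM (vertical axis) by day (horizontal axis). Bars are means, error bars the SD, and points the 2 libraries of each day. Every library of days 1, 2 and 3 lies above both libraries of day 0.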

*Ikzf1*-null T-ALL cells show broad, weak H3K27me3 genome-wide occupancy with very few distinct peaks. Re-expression of IKAROS via retroviral transduction induces cellular growth arrest (Fig. S1B, C), along with abundant H3K27me3 enrichment throughout the genome, predominantly at gene promoters, within 1 day (Fig. 1A). A large majority of newly-enriched H3K27me3 overlaps IKAROS occupancy, suggesting that IKAROS DNA binding directly induces formation of facultative heterochromatin (Fig. 1B, C). Motif analysis shows enrichment of IKAROS’ core binding motif in the de novo-formed facultative heterochromatin (Fig. S2). Most IKAROS-induced de novo heterochromatin regions are located within promoters (Fig. 1C, D) of genes that regulate cellular metabolism, signal transduction, and oncogenic pathways (Fig. 1E, F).

**Fig. 1:**
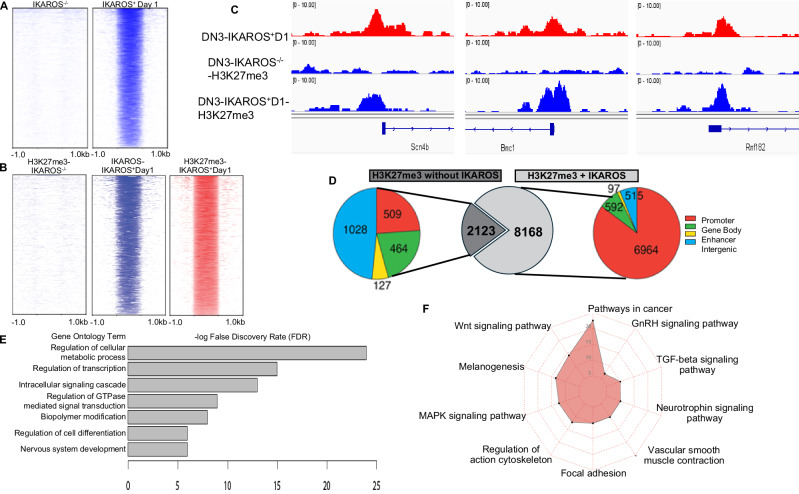
IKAROS binding induces de novo formation of facultative heterochromatin (H3K27me3). **A** Heatmaps of H3K27me3 ChIP-seq signals at day 1 after IKAROS expression vs. day 0. Signals are centered on H3K27me3 peaks at day 1. **B** Heatmaps of IKAROS and H3K27me3 ChIP-seq signals with IKAROS direct binding regions at day 0 vs. day 1. Signals are centered on IKAROS and H3K27me3 peaks at day 1. **C** Examples of de novo-formed H3K27me3 enrichment that are induced by IKAROS binding. **D** De novo H3K27me3 regions classified by function of the DNA element. **E**, **F** Gene ontology and pathway enrichment analysis of genes associated with de novo H3K27me3 regions.

Analysis of H3K27me3 enrichment following IKAROS-re-expression revealed a dual effect of IKAROS on the facultative heterochromatin landscape: 1) direct formation of facultative heterochromatin is associated with IKAROS occupancy and occurs mostly at the promoters of target genes and 2) establishment of global facultative heterochromatin landscape without IKAROS occupancy (indirect effect). Direct formation of facultative heterochromatin by IKAROS is predominant the first day following *Ikzf1* re-expression. In contrast, the global increase (over 4-fold) of H3K27me3 peaks in facultative heterochromatin is mostly independent of concomitant IKAROS DNA binding on day 2 following IKAROS re-expression with similar distribution among promoters, gene body and intergenic regions (Fig. S3A–C). Dynamic changes in the H3K27me3 signature during the 2 days following *Ikzf1* re-expression is consistent with establishment of the heterochromatin landscape that is found in normal thymocytes (Figs. S4A, B, S5). Data suggests that IKAROS is essential for formation of facultative heterochromatin and that IKAROS regulates H3K27me3 landscape both by direct DNA binding and indirectly, likely by influencing the activity of genes that regulate H3K27me3 formation. Genome-wide distribution of H3K27me3 following *Ikzf1* re-expression suggests IKAROS-driven heterochromatin re-programming to that of a physiological thymocyte.

### Interaction between EZH2 and IKAROS is required for formation of facultative heterochromatin

Enhancer of zeste homolog 2 (EZH2) is a histone methyltransferase that catalyzes the trimethylation of Histone 3 at lysine 27 resulting in H3K27me3 repressive chromatin [38, 39]. IKAROS can bind and recruit EZH2 to promoters of IKAROS target genes resulting in the formation of facultative heterochromatin [40]. We analyzed how the absence of *Ikzf1* and its re-expression affect function of EZH2. ChIP-seq showed abundant EZH2 occupancy in *Ikzf1-*null T-ALL, mostly at promoter regions, but without enrichment of H3K27me3 (Fig. 2A, S6A). Re-expression of *Ikzf1*, is associated with strong recruitment of EZH2 predominantly by IKAROS, and was associated with H3K27me3 enrichment (Fig. 2B-left heat maps, S6B). DNA-bound EZH2 without IKAROS association showed poor enrichment in H3K27me3 (Fig. 2C, S6C). Interestingly, many of the sites occupied solely by EZH2 in day 0 without H3K27me3 enrichment, were occupied by IKAROS-EZH2 complexes in day #1 and resulted in H3K27me3 enrichment (Fig. S6D). The relationship between EZH2 and IKAROS peaks in *Ikzf1*-null T-ALL and 1 day following *Ikzf1* re-expression is shown in Figure S7. Results in Fig. 2A–C suggest that EZH2 DNA occupancy without concomitant IKAROS DNA binding is not sufficient to induce H3K27me3 enrichment, and that EZH2 requires IKAROS binding for the formation of facultative heterochromatin. IKAROS-EZH2 complexes are mostly located at the promoters of their target genes (Fig. 2D), which regulate protein metabolism and signaling pathways in cancer (WNT, MAPK, etc.) (Fig. 2E, F).

**Fig. 2:**
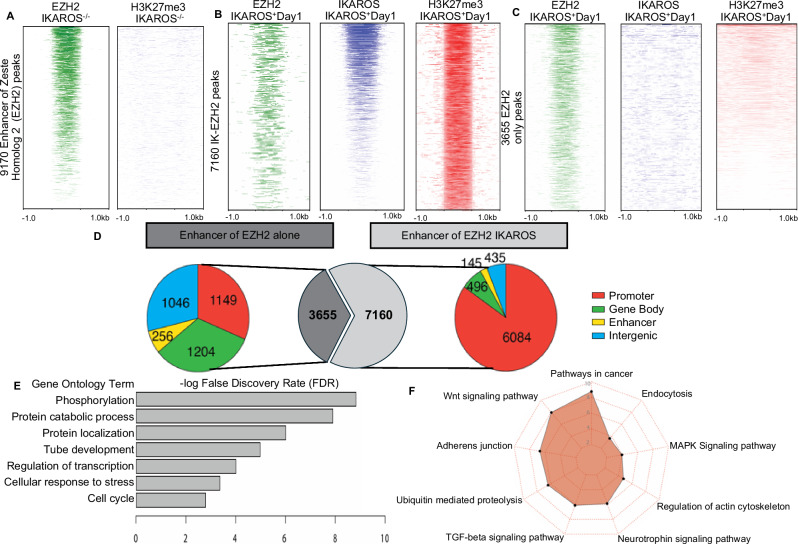
IKAROS recruits and activates EZH2. **A** Heatmaps of EZH2 and H3K27me3 ChIP-seq signals in IKAROS-null T-ALL. **B**, **C** Heatmaps of EZH2, IKAROS and H3K27me3 ChIP-seq signals in IKAROS-EZH2 occupied (**B**), and EZH2-only occupied (**C**) regions. **D** EZH2-only and EZH2-IKAROS occupied sites classified by function of the DNA element. **E**, **F** Gene ontology and pathway enrichment analysis of genes associated with EZH2-IKAROS complexes.

Analysis of EZH2 enrichment in the subsequent day showed reduced occupancy of EZH2 and IKAROS-EZH2 complexes, especially at the promoters of target genes (Fig. S8). Overall, these data suggest that formation of IKAROS-EZH2 complex is essential for H3K27me3 enrichment and formation of facultative heterochromatin the first day after *Ikzf1* re-expression, and that EZH2 DNA binding in *Ikzf1*-null T-ALL is not associated with H3K27me3 enrichment.

### IKAROS recruits HDAC1 to the promoters of the genes that regulate malignant transformation

IKAROS can recruit HDAC1 to regulate expression of its target genes via chromatin remodeling [14, 15, 22, 41, 42]. We analyzed whether the lack of *Ikzf1* and its re-expression regulate HDAC1 genome-wide distribution and function. In *Ikzf1*-null T-ALL, HDAC1 DNA occupancy is poor and occurs mostly at intergenic regions (Fig. 3A and S9A-top panel). In day 1 following *Ikzf1* re-expression, there is a strongly increased HDAC1 DNA occupancy due to 1) recruitment of HDAC1 by IKAROS primarily to promoters (Fig. 3B, C and S9B, C); and 2) due to global genomic occupancy of HDAC1 independent of IKAROS binding (Fig. 3B, S9). IKAROS-HDAC1 complexes localize to promoters and are mostly associated with repression of their target genes that regulate protein metabolism and oncogenic signaling pathways (Fig. 3D–F), similarly to the pathways regulated by EZH2 and H3K27me3.

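The list of genes bound by IKAROS-HDAC1 complexes was not used here, so the RNA values at day 1 cover all genes tested and then the 3 genes whose promoters are drawn in Fig. 3C. At day 1, 10 genes passed an adjusted p threshold of 0.05 in limma, of which 2 were lower and 8 were higher than at day 0. The lower share was 20%, with an exact Clopper-Pearson 95% interval from 2.52% to 55.6%, which covers counting error only. Without adjustment, 348 genes were lower and 465 were higher at that threshold. A change of at least 2-fold was seen for 215 lower and 277 higher genes, 492 in all, and for 881 without replicate 2 of day 0. Without replicate 1 of day 1 the direction turned, with 265 lower and 248 higher genes. Of these 492 genes, 264 had both day 1 libraries on the same side of both day 0 libraries. Over all genes tested that separation held for 38.5%, where chance gives 33.3%. The alternative that moved the count most was the paper's rule (unadjusted p under 0.05 and a change of at least 2-fold), which called 56 genes, 16 lower and 40 higher. In data simulated at this size, the test recovered 11.5% of 200 genes with a log2 change of 1 and 74.5% of 200 genes with a log2 change of 2.

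The 3 protein-coding genes among the 10, all higher, were Cd2, named in advance, and Gzma and Tctex1d1, named after their values were seen. The call was lost in 7 alternatives for Gzma, in 3 for Tctex1d1 and in 1, with only the libraries of days 1 and 0, for Cd2. By the rule set for naming genes, the largest rises were those of 2 genes named U6 and of 1 of 2 genes named SNORD88, and the falls were those of Snora70 and the other SNORD88 gene. Each is a short RNA of at most 137 bases, a class for which FPKM is unstable, and each is listed at or near 0 in both libraries of 1 of the days compared. Both SNORD88 genes overlap 2410002F23Rik and Snora70 overlaps Rpl10 on the same strand, and 1 of the U6 genes overlaps Dnajb14 on the opposite strand, so reads of these genes are uncertain. The calls of both U6 genes and of Snora70 were lost with a pseudocount of 0.1 and with a minimum mean FPKM of 5, that of the risen SNORD88 gene with a pseudocount of 0.1, and that of 1 U6 gene also with only the libraries of days 1 and 0.

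Cdk6 (ENSMUSG00000040274.5, chromosome 5 of mm9, 3343893 to 3523218, plus strand) had 55.6 ± 36.4 FPKM (SD, n = 2) at day 0 and 59.6 ± 14.4 FPKM at day 1. Its exons overlap those of Gm17590 on the opposite strand. Its log2 change of 0.245 turned to -0.46 without replicate 1 of day 0, so that library decides the direction. Hes1 (ENSMUSG00000022528.7, chromosome 16, 30064470 to 30067882, plus strand) had 38.9 ± 0.891 FPKM at day 0 and 21.2 ± 1.53 FPKM at day 1. Both day 1 libraries were lower, with a log2 change of -0.84 (standard error 0.55, adjusted p = 0.815 from limma). Wif1 (ENSMUSG00000020218.4, chromosome 10, 120471016 to 120537706, plus strand) had 21.3 ± 0.66 FPKM at day 0 and 14.6 ± 7.38 FPKM at day 1, a log2 change of -0.61 (standard error 0.47, adjusted p = 0.827 from limma). Without replicate 1 of day 1 it was -0.10, and without replicate 2 it was -1.11. None of the 3 passed the threshold. The paper states the association with repression from the directions of its own list of target genes (Fig. 3D).

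**Figure D2:**
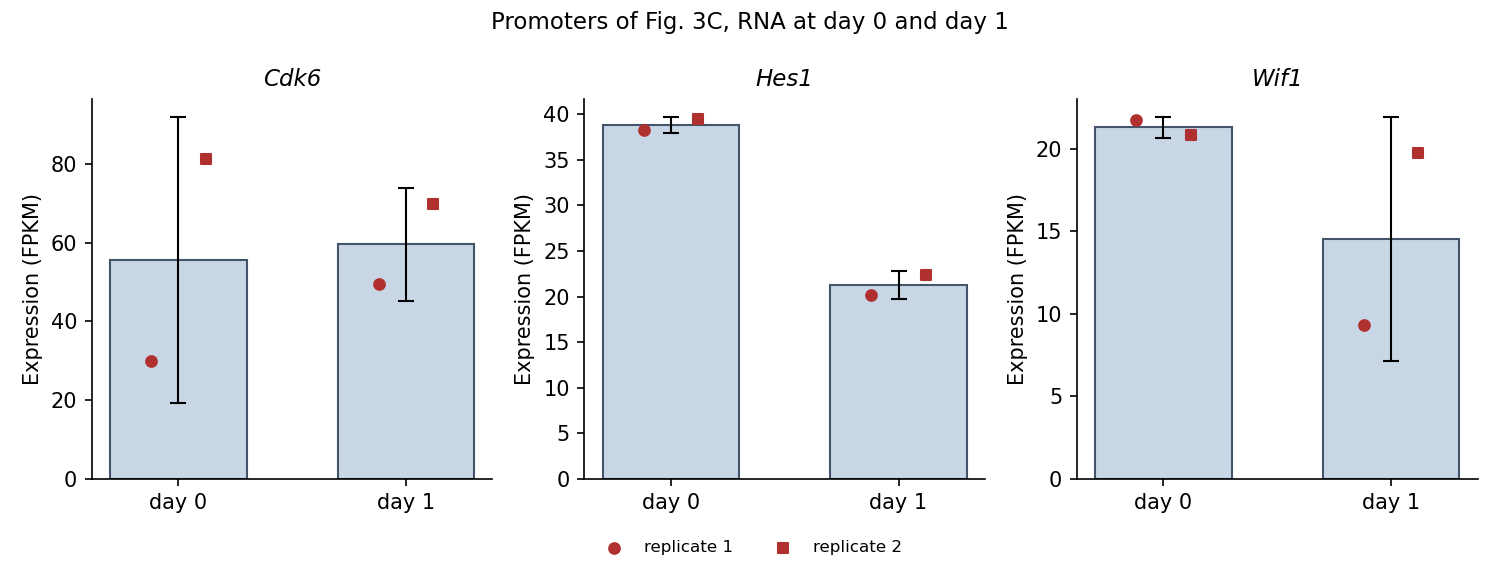
Expression of Cdk6, Hes1 and Wif1 in FPKM (vertical axes) at day 0 and day 1 (horizontal axes). Bars are means, error bars the SD and points the 2 libraries of each day. The libraries of the 2 days overlap for Cdk6 and are separate for Hes1 and Wif1.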

**Fig. 3:**
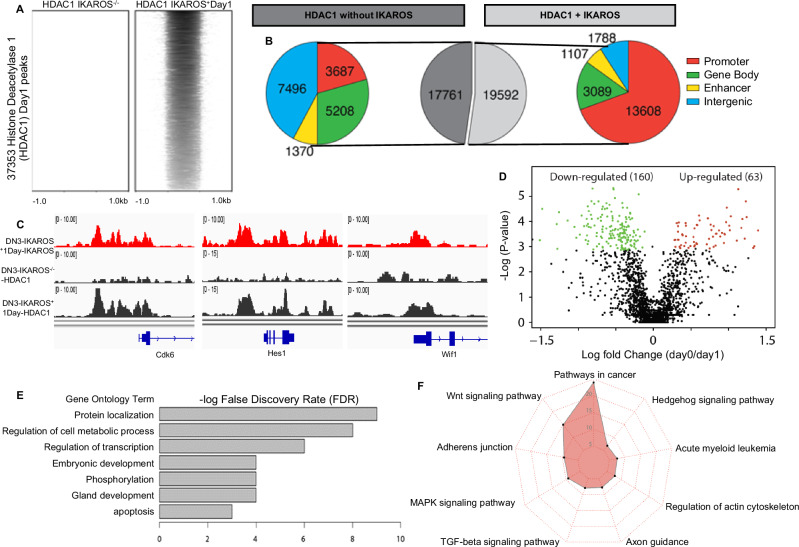
IKAROS is essential for HDAC1 recruitment to the gene promoters. **A** Heatmaps of HDAC1 ChIP-seq signals in IK-null T-ALL and day 1 following IKAROS re-expression. **B** HDAC1-only and HDAC1-IKAROS occupied sites classified by function of the DNA element. **C** Examples of IKAROS recruitment of HDAC1 to the promoters of IKAROS target genes. **D** Analysis of the differentially expressed genes directly regulated by IKAROS-HDAC1 complexes. **E**, **F** Gene ontology and pathway enrichment analysis of genes associated with IKAROS-HDAC1 complexes.

Analysis of HDAC1 occupancy in second day following *Ikzf1* re-expression showed highly increased HDAC1 genome-wide occupancy, with IKAROS-HDAC1 complexes present mostly at the promoters of IKAROS target genes. However, most HDAC1 global DNA enrichment was not associated with concomitant IKAROS binding, and is similarly distributed among promoters, gene body and intergenic regions (Fig. S9).

### HDAC1 has a critical role in formation of facultative heterochromatin

We analyzed the relationship between IKAROS, EZH2 and HDAC1 with H3K27me3 enrichment and formation of facultative heterochromatin. Surprisingly, H3K27me3 enrichment has the strongest association with HDAC1 DNA occupancy, much stronger than occupancy by EZH2 and/or IKAROS (Fig. 4A, B) suggesting that HDAC1 has a prominent role in formation of H3K27me3, particularly at promoter regions (Fig. S10). Dynamic analysis of IKAROS, EZH2, and HDAC1 occupancy with H3K27me3 showed that initial formation of H3K27me3 (day 1) is associated either with IKAROS/HDAC1/EZH2 concomitant DNA binding, or with IKAROS/HDAC1 DNA binding without EZH2 occupancy (Fig. 4A–D). However, further H3K27me3 enrichment (day 2) is either associated with HDAC1 occupancy independent of IKAROS and/or EZH2 enrichment, or independent of IKAROS/HDAC1/EZH2 DNA binding altogether (Fig. 4B). HDAC1 inhibition following *IKZF1* re-expression severely reduces number of H3K27me3 peaks (Fig. S10D–F). These results strongly suggest that the recruitment of HDAC1 by IKAROS is essential for induction of H3K27me3 and that HDAC1 is critical for the maintenance of H3K27me3.

**Fig. 4:**
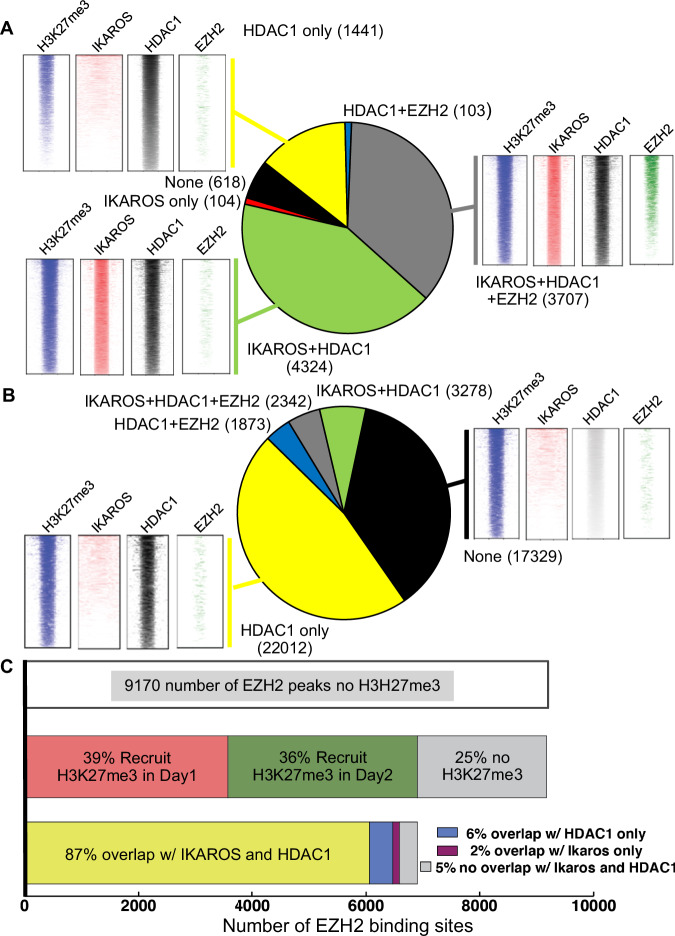
Critical roles of IKAROS and Histone Deacetylase 1(HDAC1) in the global de novo formation of H3K27me3. **A, B** IKAROS, HDAC1, and Enhancer of Zeste homologue 2(EZH2) occupancy associated with H3K27me3 formation Day 1 (**A**) and Day 2 (**B**) following I*kzf1* re-expression. **C** EZH2 target genes are regulated by the IKAROS and HDAC1-induced epigenetic switch. EZH2 DNA occupancy at target genes does not induce H3K27me3 in *Ikzf1*-null T-ALL (top). A large number (75%) of EZH2-target genes undergo epigenetic switch with de novo H3K27me3 formation following *Ikzf1*-re-expression (middle). Most of the EZH2 target genes that undergo epigenetic switch are regulated by IKAROS and HDAC1 binding (bottom).

The role of HDAC1 recruitment by IKAROS, as well as global genomic occupancy of HDAC1 is highly prominent following *Ikzf1* re-expression and proliferation arrest of *Ikzf1*-null T-ALL cells. Since EZH2 DNA binding did not induce formation of H3K27me3 in *Ikzf1*-null cells, we analyzed whether IKAROS/HDAC1 complexes induce H3K27me3 enrichment at sites that were occupied by EZH2 in IKAROS-null T-ALL. Results showed that IKAROS re-expression induced H3K27me3 enrichment at 75% of the sites occupied by EZH2 in *Ikzf1*-null cells (Fig. 4C-middle). Almost all H3K27me3-enriched sites were occupied by both IKAROS and HDAC1 (Fig. 4C-bottom) and most were located at the promoters of genes that regulate oncogenic signaling pathways (Fig. S11A–D). HDAC1 directly interacts with EZH2 only when IKAROS is expressed (Fig. S11E). These results suggest that recruitment of HDAC1 by IKAROS is essential for EZH2 tumor suppressor function, including formation of facultative heterochromatin at promoters of genes that positively regulate oncogenic pathways.

### IKAROS and HDAC1 modulate activity of enhancers

Next, we analyzed how recruitment of HDAC1 by IKAROS regulates enhancer activity. A large set of enhancers are occupied by either IKAROS or HDAC1 following *Ikzf1* re-expression into *Ikzf1*-null cells (Fig. 5A). We compared gene transcription regulated by active enhancers (H3K4me1 + /H3K27ac + ) without IKAROS or HDAC1 occupancy (IKAROS-/HDAC1-) to transcription regulated by enhancers with enrichment for IKAROS (IKAROS + ), HDAC1 (HDAC1 + ) or both IKAROS and HDAC1 (IKAROS + /HDAC1 + ). IKAROS occupancy at active enhancers has a repressive effect on transcription of genes targeted by those enhancers (Fig. 5B). HDAC1 enrichment has an even more pronounced repressive effect on enhancer activity, similar to concomitant IKAROS and HDAC1 enrichment (Fig. 5B). Modulation of enhancer function by IKAROS and HDAC1, represses the transcription of genes that regulate cancer pathways (Figs. S12–14).

**Fig. 5:**
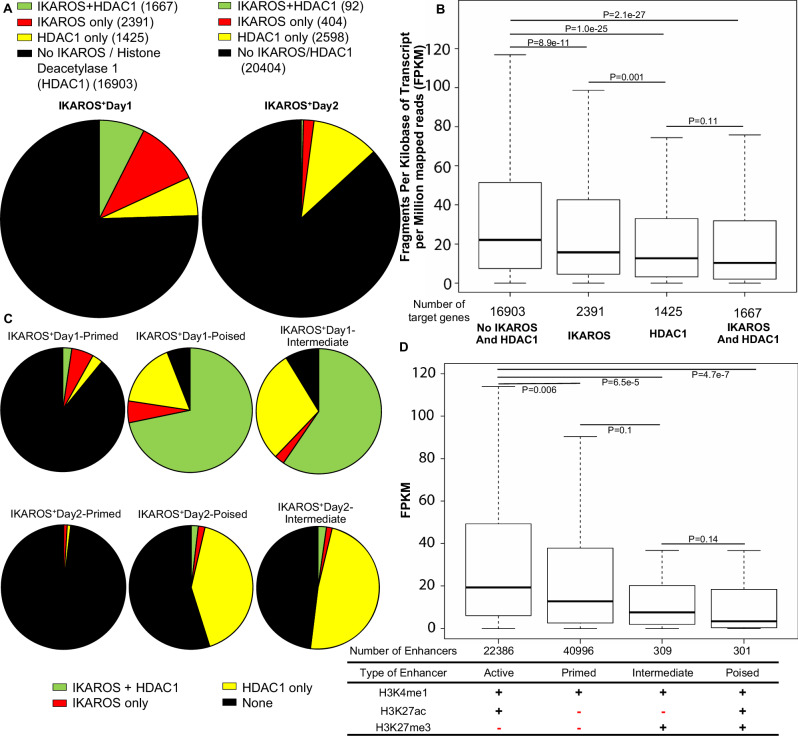
IKAROS and HDAC1 are repressors of active enhancers. **A** A large number of active enhancers are occupied by IKAROS and HDAC1 after IKAROS re-expression. Pie charts showing the portions of active enhancers occupied by IKAROS, HDAC1, or both IKAROS and HDAC1 (**B**) Boxplot shows expression of genes regulated by the active enhancers not bound by IKAROS and/or HDAC1 (left) and occupied by IKAROS and/or HDAC1. **C** IKAROS and HDAC1 regulate formation of poised and intermediate enhancers. Pie charts showing the portions of primed, poised, and silenced enhancers occupied by IKAROS, HDAC1, or both IKAROS and HDAC1 in day 1 and 2 following *Ikzf1* re-expression. IKAROS-HDAC1 co-occupancy is highly associated with formation of poised and intermediate enhancers in day 1, while HDAC1-only occupancy is dominant in those enhancers in day 2. **D** Boxplot shows expression of genes regulated by the active, primed, intermediate, and poised enhancers.

Non-active enhancers can be classified as primed (enriched in H3K4me1+ only), intermediate (H3K4me1 + /H3K27ac + /H3K27me3 + ) and poised (H3K4me1 + /H3K27me3 + ) [43, 44]. We analyzed whether IKAROS and HDAC1 can regulate formation of these enhancer types. Results show that a majority of poised and intermediate enhancers in day 1 following IKAROS re-expression are associated with both IKAROS/HDAC1 occupancy, while HDAC1 occupancy has a dominant role in formation of poised and intermediate enhancers during the second day following IKAROS re-expression into IKAROS-null T-ALL (Fig. 5C). Genes regulated by poised and intermediate enhancers have significantly reduced transcription compared to the genes regulated by active or primed enhancers (Fig. 5D). These data show that IKAROS and HDAC1 occupancy can silence enhancer activity in two ways: 1) by repressing activity of active enhancers; and 2) by inducing formation of poised and/or silenced enhancers. To study the functional significance of IKAROS and HDAC1 regulation of enhancer activity in T-ALL, we analyzed gene regulation by active enhancers in IKAROS-null T-ALL that become occupied by IKAROS and/or HDAC1 following IKAROS transduction (Fig. S15). Pathway enrichment analysis shows that these enhancers regulate genes involving pathways in cancers and cell proliferation (Fig. S15A). 

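Adrenomedullin is encoded by Adm (ENSMUSG00000030790.7), which lies on the plus strand of chromosome 7 of mm9 from 117771175 to 117773331. Its RNA was 78.9 and 48.9 FPKM in the day 0 libraries, 30.4 and 33.2 FPKM at day 1, and 28.1 and 22.3 FPKM at day 2. The means were 63.9 ± 21.2 FPKM (SD, n = 2), 31.8 ± 1.97 FPKM and 25.2 ± 4.08 FPKM. The authors' intervals of the day 0 libraries, from 74.2 to 83.5 FPKM and from 45.1 to 52.8 FPKM, do not overlap, so these replicates differ by more than the authors' estimate of the error of each value. All 4 libraries of days 1 and 2 were below both day 0 libraries. The log2 change was -0.95 at day 1 (standard error 0.24, adjusted p = 0.484 from limma). At day 2 it was -1.28 (standard error 0.24, adjusted p = 0.0504 from limma), and neither day passed the threshold. Before adjustment over all genes tested, the p from limma was 0.00635 at day 1 and 0.00133 at day 2. At day 2 the adjusted p from limma was between 0.022 and 0.304 over the alternatives, and Adm passed in 5 of them, 2 of which were chosen after seeing the data. With replicate 1 of day 0 left out, the day 1 change was -0.61, and with replicate 2 of day 0 left out it was -1.29. By exact permutation, 2 libraries against 2 allow no two-sided p below 0.33.

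**Figure D3:**
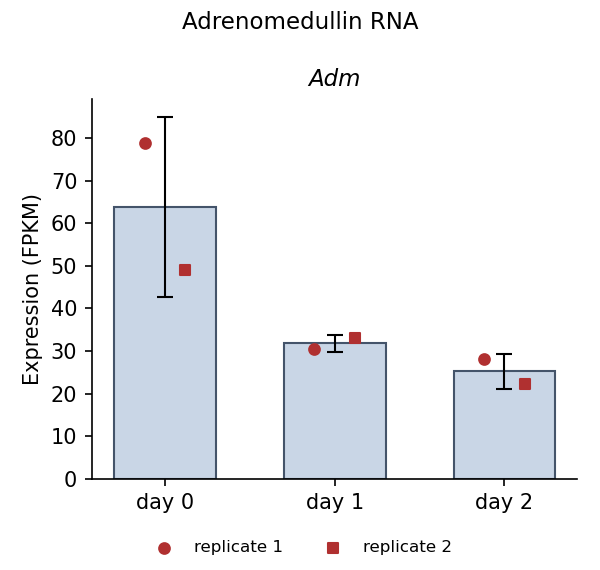
Expression of Adm in FPKM (vertical axis) by day (horizontal axis). Bars are means, error bars the SD and points the 2 libraries of each day. The day 0 libraries lie at 78.9 and 48.9 FPKM, above all libraries of days 1 and 2.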

IKAROS re-expression and IKAROS/HDAC1 binding to those enhancers is associated with repression of many genes that promote stemness and drug resistance, e.g., adrenomedullin (Fig. S15B). These data suggest that IKAROS exerts its tumor suppressor function in T-ALL by recruiting HDAC1 and silencing activity of enhancers that regulate transcription of various oncogenes. These results identify the enhancers that are directly regulated by IKAROS in T-ALL and their corresponding pathways.

### IKAROS regulates formation and expansion of large organized chromatin lysine (K) domains (LOCKs)

Global epigenetic landscape contains clusters of nucleosomes with a large number of post-transcriptionally modified lysine residues Large Organized Chromatin lysine(K) domains (LOCKs). LOCKS are associated with repression if they consist predominantly of heterochromatin marks (H3K27me3 or H3K9me3) [45]. We analyzed whether IKAROS can regulate formation and distribution of LOCKs. *Ikzf1* expression strongly induces de novo formation of H3K27me3 LOCKs, which becomes even more prominent 2 days following *Ikzf1* re-expression (Fig. 6A). Re-expression of *Ikzf1* increases the number of H3K27me3 LOCKs but has a greater effect by increasing the genomic coverage of H3K27me3 LOCKs (Fig. 6A). This is mostly due to strong day 2 expansion of de novo formed H3K27me3 LOCKs in day 1 (Fig. 6B). Expansion of the H3K27me3 LOCKs over 2 days following *Ikzf1* re-expression is associated with a large number of genes being regulated by LOCKs. (Fig. 6C). There is a dynamic shift in the function of the genes regulated by H3K27me3 LOCKs: in day #1 following IKAROS re-expression, H3K27me3 LOCKs regulate mostly pathways in cancer and cellular proliferation, while in day #2, H3K27me3 LOCKs mostly regulate genes involved in immune response (Fig. S16A, B). Expression of genes regulated by H3K27me3 LOCKs reduced compared to the expression of the random genes (Fig. 6D). These data demonstrate that IKAROS has an important role in organization of higher heterochromatin structures and gene expression via regulation of formation and expansion of H3K27me3 LOCKs.

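The full lists of genes under LOCKs were not used here. The LOCK drawn in Fig. 6B, on chromosome 1 of mm9, names 12 genes at day 2, from Cnppd1 (75131128 to 75139271) to Stk11ip (75518104 to 75533910). Of these, 5 are also under the day 1 LOCK. The median of the 12 genes' mean FPKM was 8.66 at day 0, 6.67 at day 1 and 8.47 at day 2. The highest was Gmppa, with 25.0 ± 4.54 FPKM (SD, n = 2) at day 1 and 31.8 ± 0.308 FPKM at day 2. Des was listed at 0 in all libraries of both days, and Resp18 and Speg stayed under 1 FPKM. The exons of Chpf and Obsl1 overlap on the same strand, so the values of both are uncertain.

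Against 10000 random lists of 12 genes drawn from all genes of the files, the LOCK genes' median lay at percentile 97.2 at day 1 and 97.8 at day 2. The median of those random lists was 0.0223 FPKM at day 1 and 0.0264 FPKM at day 2, since 14275 and 14097 of the genes had a mean of 0. Against random lists drawn from the genes kept for testing, the percentile was 4 at day 1 and 5.8 at day 2, with random medians of 17.2 and 18.9 FPKM. That comparison is uneven, because 3 of the 12 LOCK genes are below the minimum that all genes of these random lists had to pass. Over the 9 LOCK genes kept, the median was 12.9 FPKM at day 1 and 13.7 FPKM at day 2, at percentiles 32.6 and 30.7 of random lists of 9 kept genes, with random medians of 16.8 and 18.3 FPKM, in a setting chosen after seeing the data. The place of the LOCK genes among random genes therefore depends on which genes are drawn. Of the 9 LOCK genes tested, 8 were lower at day 1 than at day 0, with a median log2 change of -0.27. That median lay at percentile 0.8 of random lists matched on mean expression. Among the 39 tests of gene lists the adjusted p was 0.0556 with camera, with a preset correlation of 0.01, and 0.262 with fry. With camera the list passed in 4 of the alternatives (no filter, a minimum mean FPKM of 5, quantile normalization and protein-coding genes only, the last chosen after seeing the data), and with fry in none. At day 2 the median was 0.038, with 4 of the 9 lower. It was -0.10 without replicate 2 of day 0 and 0.13 without replicate 1 of day 0. Of the 5 genes under the day 1 LOCK, 3 were tested. All 3 were lower at day 1, with a median log2 change of -0.50, and at day 2, with -0.16. Among random lists from all genes, the 5 genes lay at percentile 87.2 at day 1. None of the 9 LOCK genes tested passed the threshold at day 1 or day 2, over all genes tested or adjusted over the list alone. From its comparison with random genes, among other results, the paper concludes that IKAROS acts on gene expression through LOCKs.

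**Figure D4:**
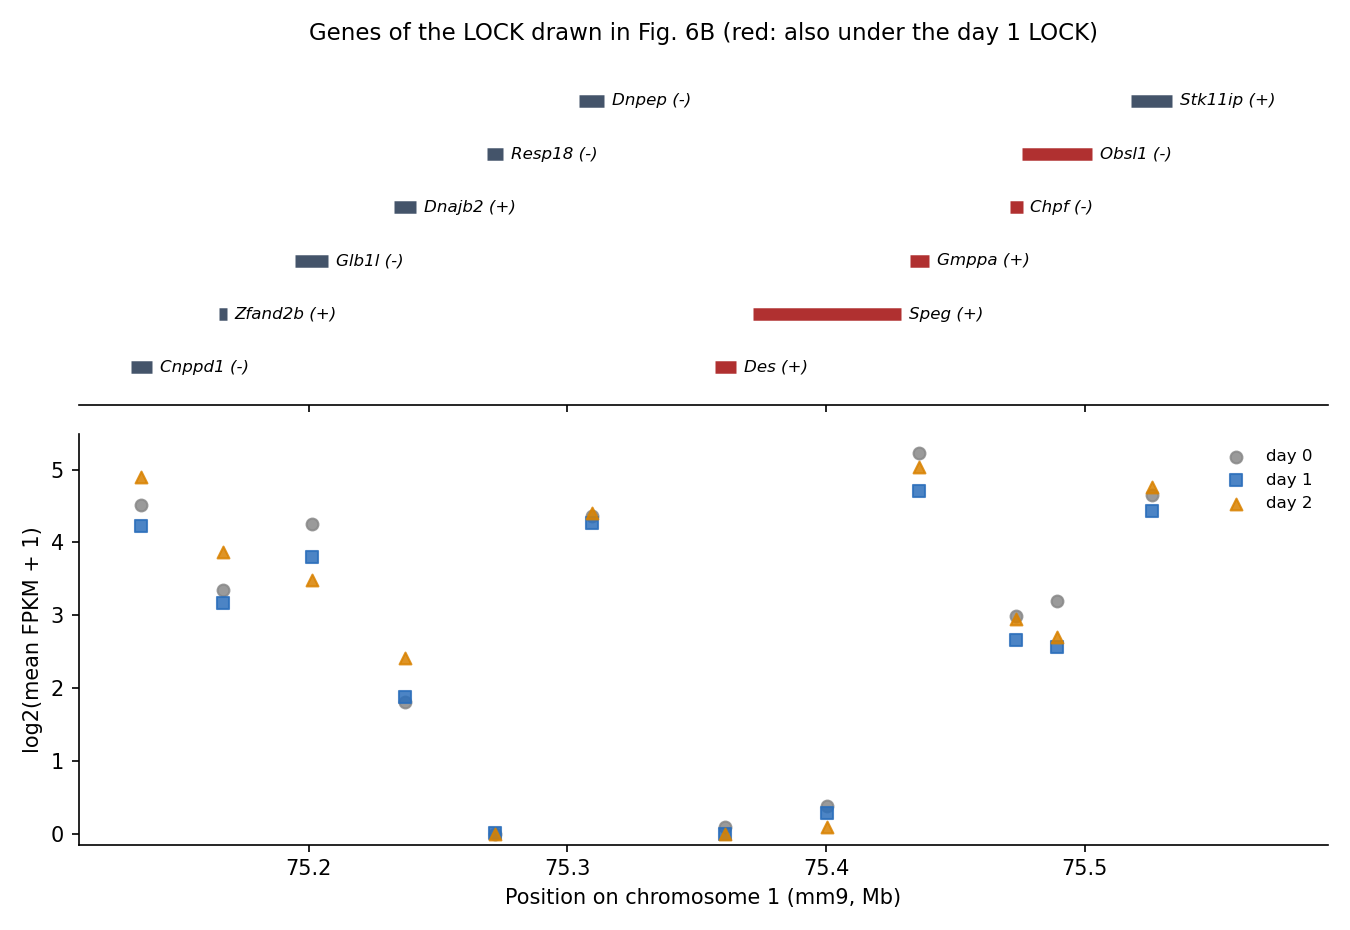
Top, positions of the 12 genes of the LOCK of Fig. 6B on chromosome 1 of mm9 (horizontal axis, Mb), with strands; red marks the 5 genes also under the day 1 LOCK. Bottom, log2(mean FPKM + 1) of each gene at days 0, 1 and 2, means of 2 libraries with no error bars. Des, Resp18 and Speg lie near 0 at each day.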

**Fig. 6:**
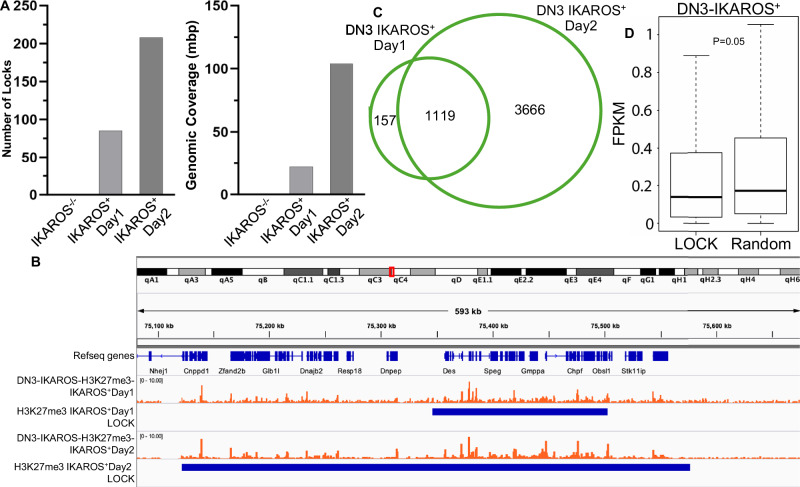
IKAROS regulates formation and expansion of H3K27m3 Long organized Chromatin Lysine(K) domains(LOCKs). **A** Number (left) and genomic coverage (right) of H3K27me3 LOCKs in day 1 and 2 following *Ikzf1* re-expression. **B** Example of the genomic expansion of the H3K27me3 LOCKs from day 1 to 2 after *Ikzf1* re-expression. **C** Number of genes regulated by the H3K27me3 LOCKs in day 1 and 2 following *Ikzf1* re-expression. **D** Gene expression of the genes regulated by LOCKs vs. random genes.

### Regulation of heterochromatin landscape by IKAROS in T-ALL is evolutionarily conserved

IKAROS functions as a tumor suppressor in human T-ALL [13]. We tested whether IKAROS regulates heterochromatin landscape similarly in mouse and human T-ALL. The *IKZF*1 gene was deleted in human T-ALL cells MOLT-4 using the CRISPR-Cas system to create MOLT-4 *IKZF*1-null cells. We analyzed IKAROS’ role in heterochromatin regulation in human T-ALL by comparing the heterochromatin landscape of MOLT-4-*IKZF*1-null and MOLT-4 wild type cells. *IKZF*1 deletion in MOLT-4 cells resulted in reduced global H3K27me3 and HDAC1 occupancy (Fig. 7A). This was associated with the global genomic redistribution of H3K27me3 and HDAC1 due to their reduced occupancy at promoter regions (Fig. 7B, Fig. S17). *IKZF1* knockout reduced the H3K27me3 and HDAC1 occupancy at promoters of genes that regulate cell cycle progression, cellular division, and nucleotide metabolism (Fig. 7C, D). Gene expression analysis showed reduced expression of genes regulated by active enhancers with IKAROS and HDAC1 occupancy compared to gene expression regulated by active enhancers not occupied by IKAROS and HDAC1 in human T-ALL (Fig. S18). *IKZF1* deletion in MOLT-4 cells reduced both the number and the genomic coverage of H3K27me3 LOCKS (Fig. S19). Lack of IKAROS reduces the number of genes regulated by LOCKs, including genes involved in several oncogenic pathways (Fig. S20). We analyzed the effect of *IKZF1* deletion on formation of the Broad Genic Repression Domains (BGRD) in MOLT-4 cells. BGRDs are domains enriched in H3K27me3 (Fig. S21A) that are also enriched in oncogenes [46]. Expression of genes located within BGRDs is strongly reduced compared to random genes (Fig. S21B). *IKZF1* deletion reduces the number of BGRDs and its genomic coverage (Fig. S21C, D). We analyzed the H3K27me3 ChIP-seq data from mouse *Ikzf1*-null T-ALL on day 1 and 2 following *Ikzf1* re-expression and human primary T-ALL, and compared them with the published H3K27me3 genomic occupancy in normal mouse and human thymocytes. Comparative analysis of genome wide enrichment of H3K27me3 in normal and malignant human and mouse cells showed a remarkable conservation of H3K27me3 landscape in human and mouse thymocytes, loss of H3K27me3 in T-ALL, and an important role of IKAROS in maintaining H3K27me3 landscape (Fig. S22). These data suggest that IKAROS regulates global heterochromatin landscape in a similar way for both mouse and human T-ALL, validating the mouse T-ALL model used for this study and providing insight into the tumor suppressor role of IKAROS in human T-ALL.

**Fig. 7:**
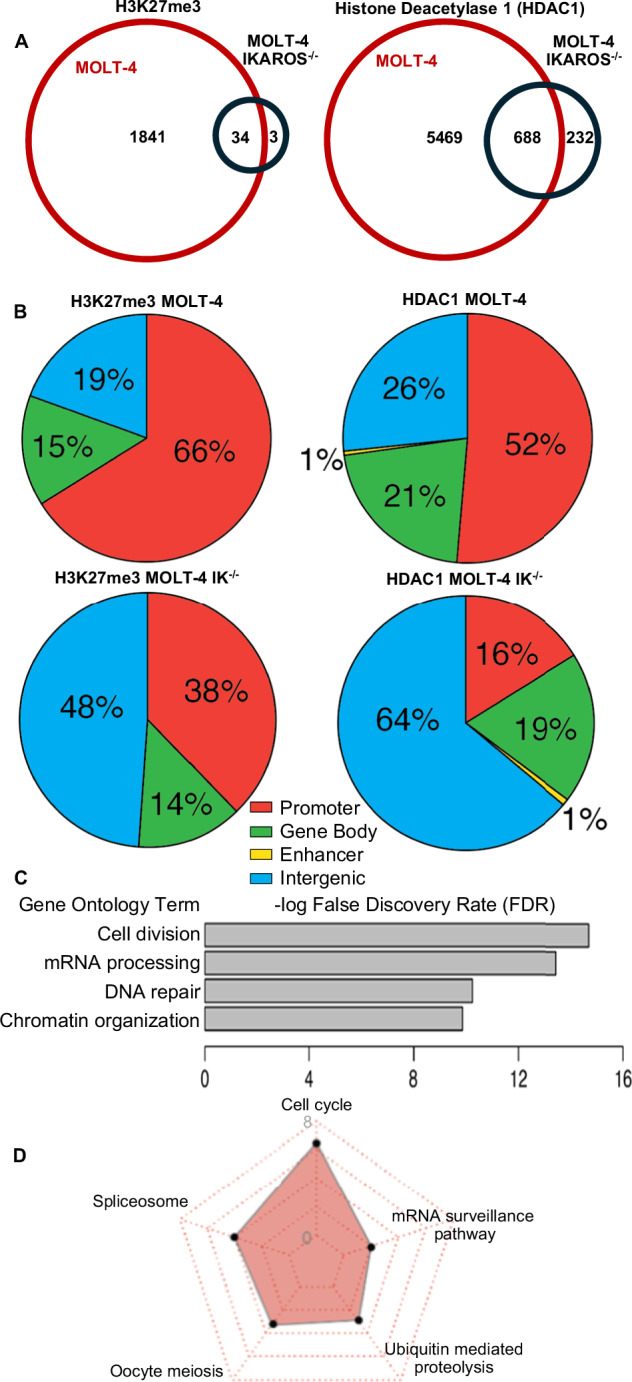
IKAROS regulates genomic occupancy and distribution of EZH2 and HDAC1 and H3K27me3 formation in human T-ALL. **A** Number of H3K27me3 (left) and HDAC1 (right) peaks in wildtype MOLT-4 and in *IKZF1*-knockout (MOLT-IK-KO) cells. **B** H3K27me3 and HDAC1 occupied sites, in wildtype MOLT-4 and in *IKZF1*-knockout (MOLT-IK-KO) cells, classified by function of the DNA element. **C**, **D** Gene ontology and pathway enrichment analysis of genes associated with HDAC1 occupancy in wildtype MOLT-4 cells.

## Discussion

IKAROS is a tumor suppressor in T-ALL. *Ikzf1* loss-of-function and re-expression experiments in human and mouse T-ALL, coupled with extensive epitranscriptomic analysis of primary T-ALL and thymocytes, identified novel mechanisms that regulate tumor suppression in T-ALL (Fig. 8):

- *Critical role of IKAROS-HDAC1 complexes in regulation of global facultative heterochromatin landscape*. Loss of the H3K27me3-associated heterochromatin has been associated with the development of T-ALL and other types of leukemia [13, 47–52]. Inactivating mutations of histone methyltransferase *EZH2* is considered the principal mechanism responsible for the loss of H3K27me3 in T-ALL [53–56]. Presented data revealed that DNA binding of EZH2 in the absence of IKAROS and/or HDAC1 co-localization is rarely associated with H3K27me3 in both *Ikzf1*-null and *Ikzf1*-wildtype mouse and human T-ALL. Lack of IKAROS is associated with severe depletion of DNA-bound HDAC1, and loss of EZH2-associated H3K27me3. Thus, HDAC1 recruitment by IKAROS is important for both EZH2 activity and H3K27me3 formation.
- *Central role of HDAC1 in EZH2 activation, H3K27me3 formation and maintenance*. Results showed that the recruitment of HDAC1 by IKAROS is essential for EZH2 function and de novo H3K27me3 formation. Since IKAROS recruits both HDAC1 and EZH2, and HDAC1 can interact with EZH2 [57], it is possible that HDAC1 directly activates EZH2 while in complex with IKAROS. HDAC1 DNA occupancy does not result in loss of H3K27ac, but rather in de novo formation and genome-wide expansion of H3K27me3.
  The data presented suggest that Ikaros exerts its tumor suppressor function in T-ALL by recruitment of HDAC1. This does not contradict the oncogenic role of HDAC1 in T-ALL. HDAC1 inhibitors showed strong efficacy against PTCL and ATLL. Presented results suggest that oncogenic role of HDAC1 in T-cell malignancies might predominantly involve the direct HDAC1 binding and deacetylation of non-histone HDAC1 target proteins that are critical for cellular proliferation (p53, pRB), DNA-repair proteins (Ku70, BRCA1, and RAD51), and chaperone proteins, instead of transcriptional regulation.
- *IKAROS/HDAC1 complexes can repress active enhancers and promote formation of intermediary and poised enhancers*. IKAROS can induce de novo formation of enhancers and activation of primed enhancers [27]. Presented data showed that IKAROS binding is associated with silencing of enhancers’ activity. This can occur via recruitment of HDAC1 without H3K27me3 formation (Fig. 5B), or via formation of intermediate or poised enhancers (Fig. 5D). These results, together with previously reported data, reveal a complex regulatory role of IKAROS in enhancer activity: IKAROS DNA binding can result in de novo formation and/or activation of enhancers, but also in repression of enhancers’ activity. IKAROS-silenced enhancers regulate oncogenic pathways in IKAROS-null T-ALL (Fig. S15), which suggests that silencing enhancers that regulate expression of oncogenes is one of the mechanisms through which IKAROS exerts a tumor suppressor function in T-ALL.
- *Regulation of formation and expansion of LOCKs and BGRDs*. Lack of IKAROS is associated with severe depletion of H3K27me3 LOCKs and BGRDs. These recently identified large heterochromatin domains (BGRDs) strongly repress large sets of genes, including oncogenes, and have a prominent role in global epigenomic regulation of gene expression [45, 46]. IKAROS-driven HDAC1 recruitment and H3K27me3 expansion is a likely mechanism through which IKAROS promotes formation of LOCKs and BGRDs. Results suggest that IKAROS-HDAC1 complexes could function as a tipping point at the intersection between euchromatin and heterochromatin in T-ALL. IKAROS’ prominent role in both formation of super-enhancers and large heterochromatin domains, suggest that IKAROS regulates higher chromatin organization.

**Fig. 8:**
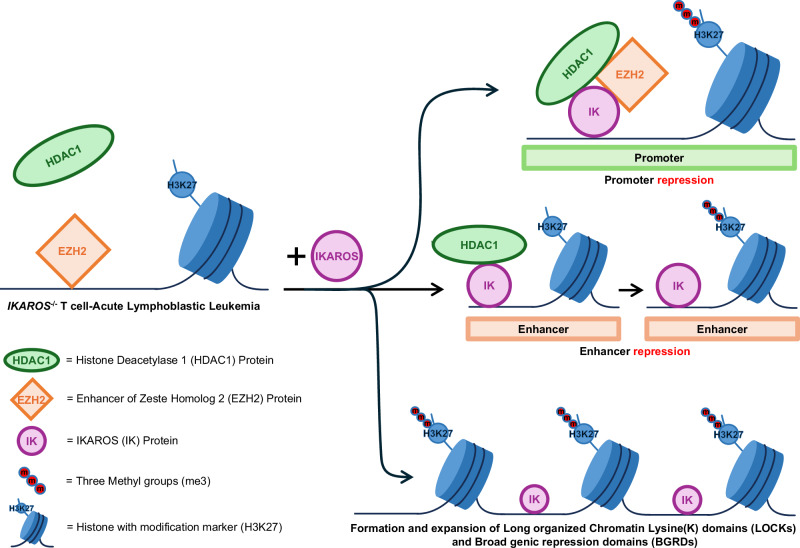
Novel IKAROS functions in the regulation of heterochromatin formation. IKAROS expression regulates: de novo formation of H3K27me3 by HDAC1 recruitment and activation of EZH2; repression of active enhancers; and formation and expansion of LOCKs and BGRDs.

In conclusion, our results identify novel functions of IKAROS and HDAC1 in regulation of heterochromatin propagation and enhancer activity. The presented data demonstrate that IKAROS-HDAC1 complexes regulate the balance between euchromatin and heterochromatin in T-ALL. Results reveal the novel mechanisms that regulate interplay between active and repressive chromatin, global regulation of gene expression, and tumor suppression in leukemia.

## Supplementary information

Supplemental Materials

## Data Availability

Sequencing data are deposited in NCBI GEO (GSE261180 and GSE261181).

# Supplementary material for: Critical roles of IKAROS and HDAC1 in regulation of heterochromatin and tumor suppression in T-cell acute lymphoblastic leukemia
**Source:** Leukemia. 2025 Jun 24;39(8):2010–20. doi: 10.1038/s41375-025-02651-1
**Supplement:** Supplementary file 1 — Supplemental Materials

**Fig S1 Experimental Design**

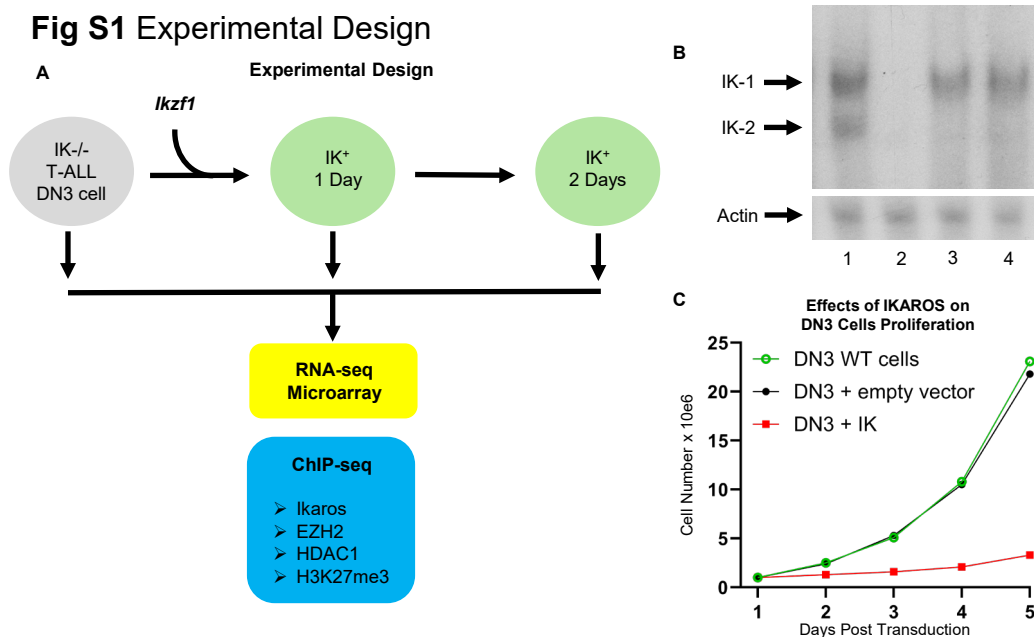

**Supplemental Figure 1. (A) Experimental design.** Ikaros (IK)-null murine T-ALL cells were transduced by *Ikzf1*-containing retrovirus to express IKAROS. Cells were cultured for 2 Days following retroviral transduction. Cells were harvested prior to transduction (Day 0) and at daily time points over the 2 Day period (Day 1 and Day 2) for the indicated analyses. **(B) Expression of IKAROS in DN3 cells.** Western blot analysis of IKAROS expression in primary mouse thymocytes (lane 1), DN3 cells transduced with empty retrovirus (lane 2) and DN3 cells following re-introduction of IK-1-HA-tagged in day 1 and 2 (Lanes 3-4 respectively). Western blot analysis shows that the amount of IKAROS protein in DN3 cells following retroviral re-introduction of Ik-1-HA tagged (lanes 3-4) is comparable to the amount of IK-1 in thymocytes (lane 1). The 2 largest IKAROS isoforms and transduced IK-1-HA tagged are indicated by arrows. Top panels show actin as a loading control **(C) Effect of *Ikzf1* re-introduction on proliferation of DN3 cells.** Ikaros (IK)  $-/-$  murine T-ALL cells were left untreated (green); transduced with MSCV-GFP empty vector (black) or transduced with MSCV-GFP retrovirus that express *Ikzf1* (red). Transduced cells expressing *Ikzf1* or empty retrovirus were isolated and cultured. Counts for viable cells were obtained every 24 hours by hemocytometer count with trypan blue staining. Graphed are the cell numbers at Days #1-#5.

Fig S2

**Supplemental Figure 2. Motif enrichment analysis for de novo formed facultative heterochromatin (H3K27me3) peaks following *Ikzf1* introduction at Day 1** MEME-ChIP was used to extract the enriched known transcription factor binding motifs from a large set of DNA sequences identified by ChIP-seq by searching against the JASPAR CORE database. Motif logo, significance of the motif, and names of transcription factors that bind the motifs are shown.

**Fig S3. Dynamic changes of H3K27me3**

**A**

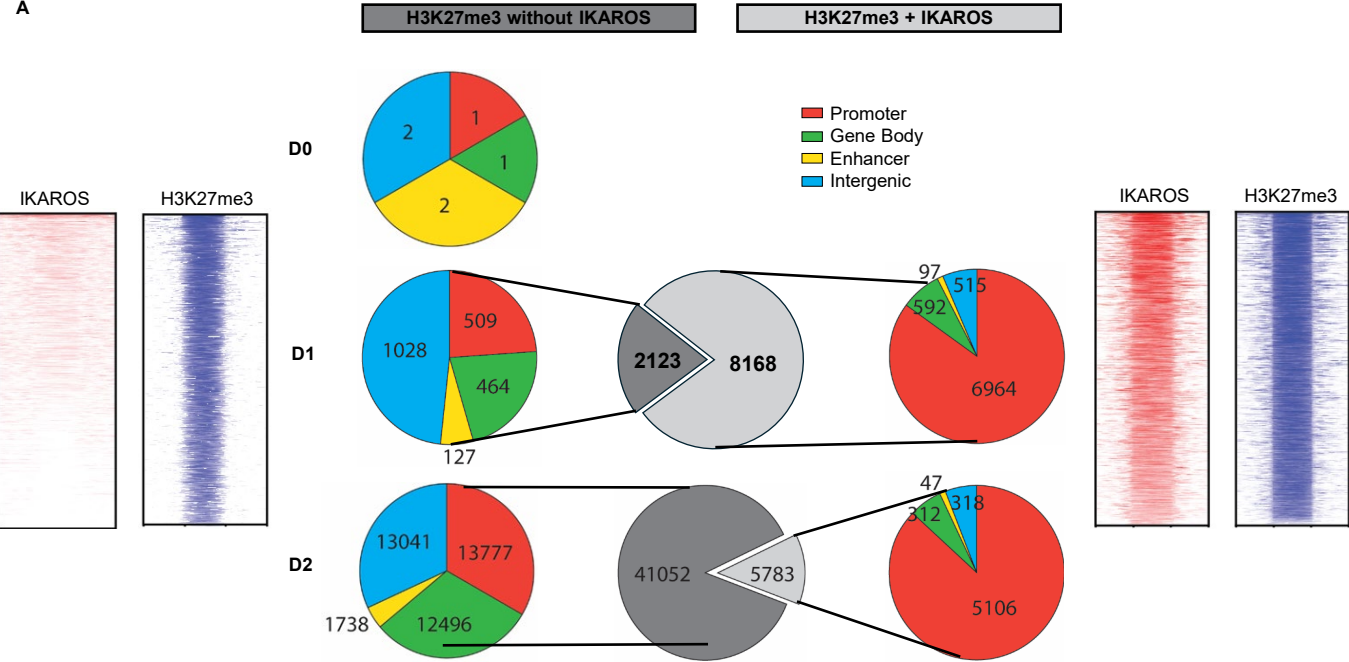

**B**

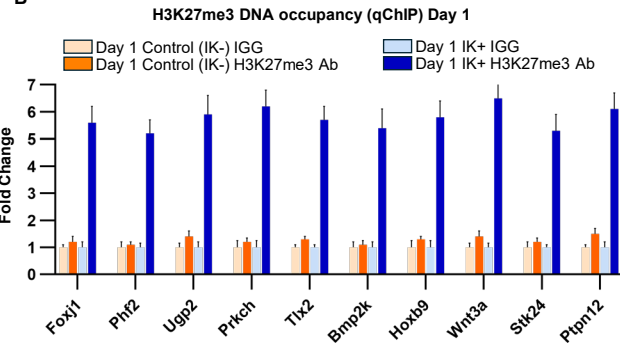

**C**

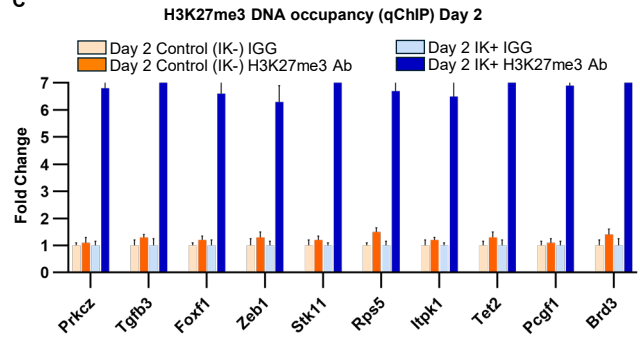

**Supplemental Figure 3. Dynamic changes in genome-wide distribution of IKAROS binding-associated facultative heterochromatin (H3K27me3).** (A) Dynamic changes in IKAROS binding-associated facultative heterochromatin (right-panel) and facultative heterochromatin formed following *Ikzf1* re-introduction but not associated with Ikaros occupancy in untreated Ikaros-null T-ALL (Day 0) and for 2 Days following *Ikzf1* re-introduction (Day 1 and Day 2). At Day 0 there are very few distinct H3K27me3 peaks. At Day 1 after transduction with *Ikzf1*, the majority (8,168) of the de novo formed facultative heterochromatin (H3K27me3 peaks) are associated with Ikaros occupancy (right panel) as opposed to 2,128 H3K27me3 peaks which are not associated with IKAROS occupancy (left panel). In contrast, at Day 2 after transduction with *Ikzf1*, there is a large increase in the total number of H3K27me3 peaks, with the majority of the new H3K27me3 peaks (41,052) not being associated with IKAROS occupancy (left lower panel), while 5,783 H3K27me3 peaks were associated with IKAROS binding (right lower panel). During both Days after *Ikzf1* transduction, Ikaros binding-associated H3K27me3 are predominantly located at gene promoters, while H3K27me3 peaks not associated with IKAROS binding are relatively evenly distributed among promoters, gene body and intergenic regions, with a significant number of H3K27me3 peaks detected within enhancer regions in Day 2 (lower left panel – yellow). Heat maps for IKAROS binding-associated (right) and IKAROS binding-independent (left) H3K27me3 peaks are shown. (B)-(C) **IKAROS expression is associated with facultative heterochromatin (H3K27me3) at promoters of specific genes.** *Ikzf1* -null T-ALL were transduced with empty MSCV-IRES-GFP retrovirus (control cells - IK-) or with *Ikzf1*-containing MSCV-IRES-GFP retrovirus (IK+ cells). Analysis of the H3K27me3 enrichment at the promoters at specific genes was performed on control cells (orange and red bars) and on *Ikzf1*-null T-ALL following *Ikzf1* re-expression (light blue and dark blue bars). H3K27me3 enrichment was determined using qChIP with anti-H3K27me3 antibodies (red and dark blue bars) and normalized to the IGG background (orange and light blue bars). qChIP analysis of H3K27me3 enrichment was performed on control and IK+ cells at (B) 1 day and (C) 2 days following Ikaros re-expression. Graphed data are the mean  $\pm$  SD of triplicates representative of one of 3 independent experiments.

**Figure S4** Dynamic changes in H3K27me3 signature during the first 2 Days following *Ikzf1* re-introduction is consistent with H3K27me3 landscape in physiological mouse thymocyte

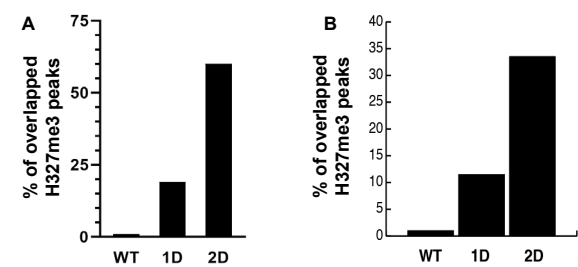

**Supplemental Figure 4. Re-introduction of *Ikzf1* into *Ikzf1*-null T-ALL progressively restores normal H3K27me3 landscape.** Comparison of global genomic distribution H3K27me3 peaks in *Ikzf1*-null T-ALL 1 day and 2 days following *Ikzf1* re-expression with H3K27me3 landscape in (A) mouse thymocytes and (B) human thymocytes (published data GSM4083595). Results show that *Ikzf1* re-introduction over 2 Days period significantly restores H3K27me3 landscape, which at the end of 2 Days overlaps with (A) 60% of H3K27me3 peaks in normal mouse thymocytes and (B) with over 33% of H3K27me3 peaks in normal human thymocytes at DN3 stage of differentiation.

**Fig S5.** IKAROS is essential for physiological H3K27me3 landscape

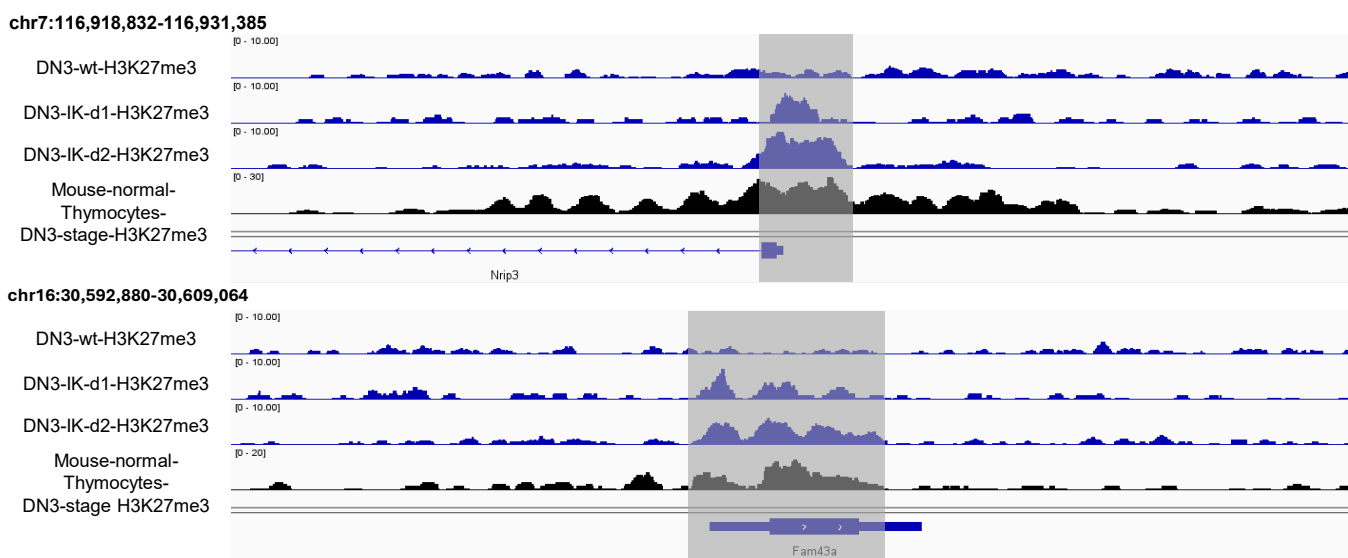

**Supplemental Figure 5. Example of the dynamic restoration of normal H3K27me3 landscape in IK-null T-ALL following *Ikzf1* re-introduction.** Comparison of published H3K27me3 landscape in normal thymocytes at DN3 stage of differentiation (bottom panels) with IK-null T-ALL and following *Ikzf1* re-introduction in Day 1 and 2 (top 3 panels) - example. Results show that normal H3K27me3 landscape is erased in IK-null T-ALL, but *Ikzf1* re-introduction restores normal (physiological) H3K27me3 landscape.

**Figure S6** EZH2-IKAROS complexes are required for H3K27me3 formation

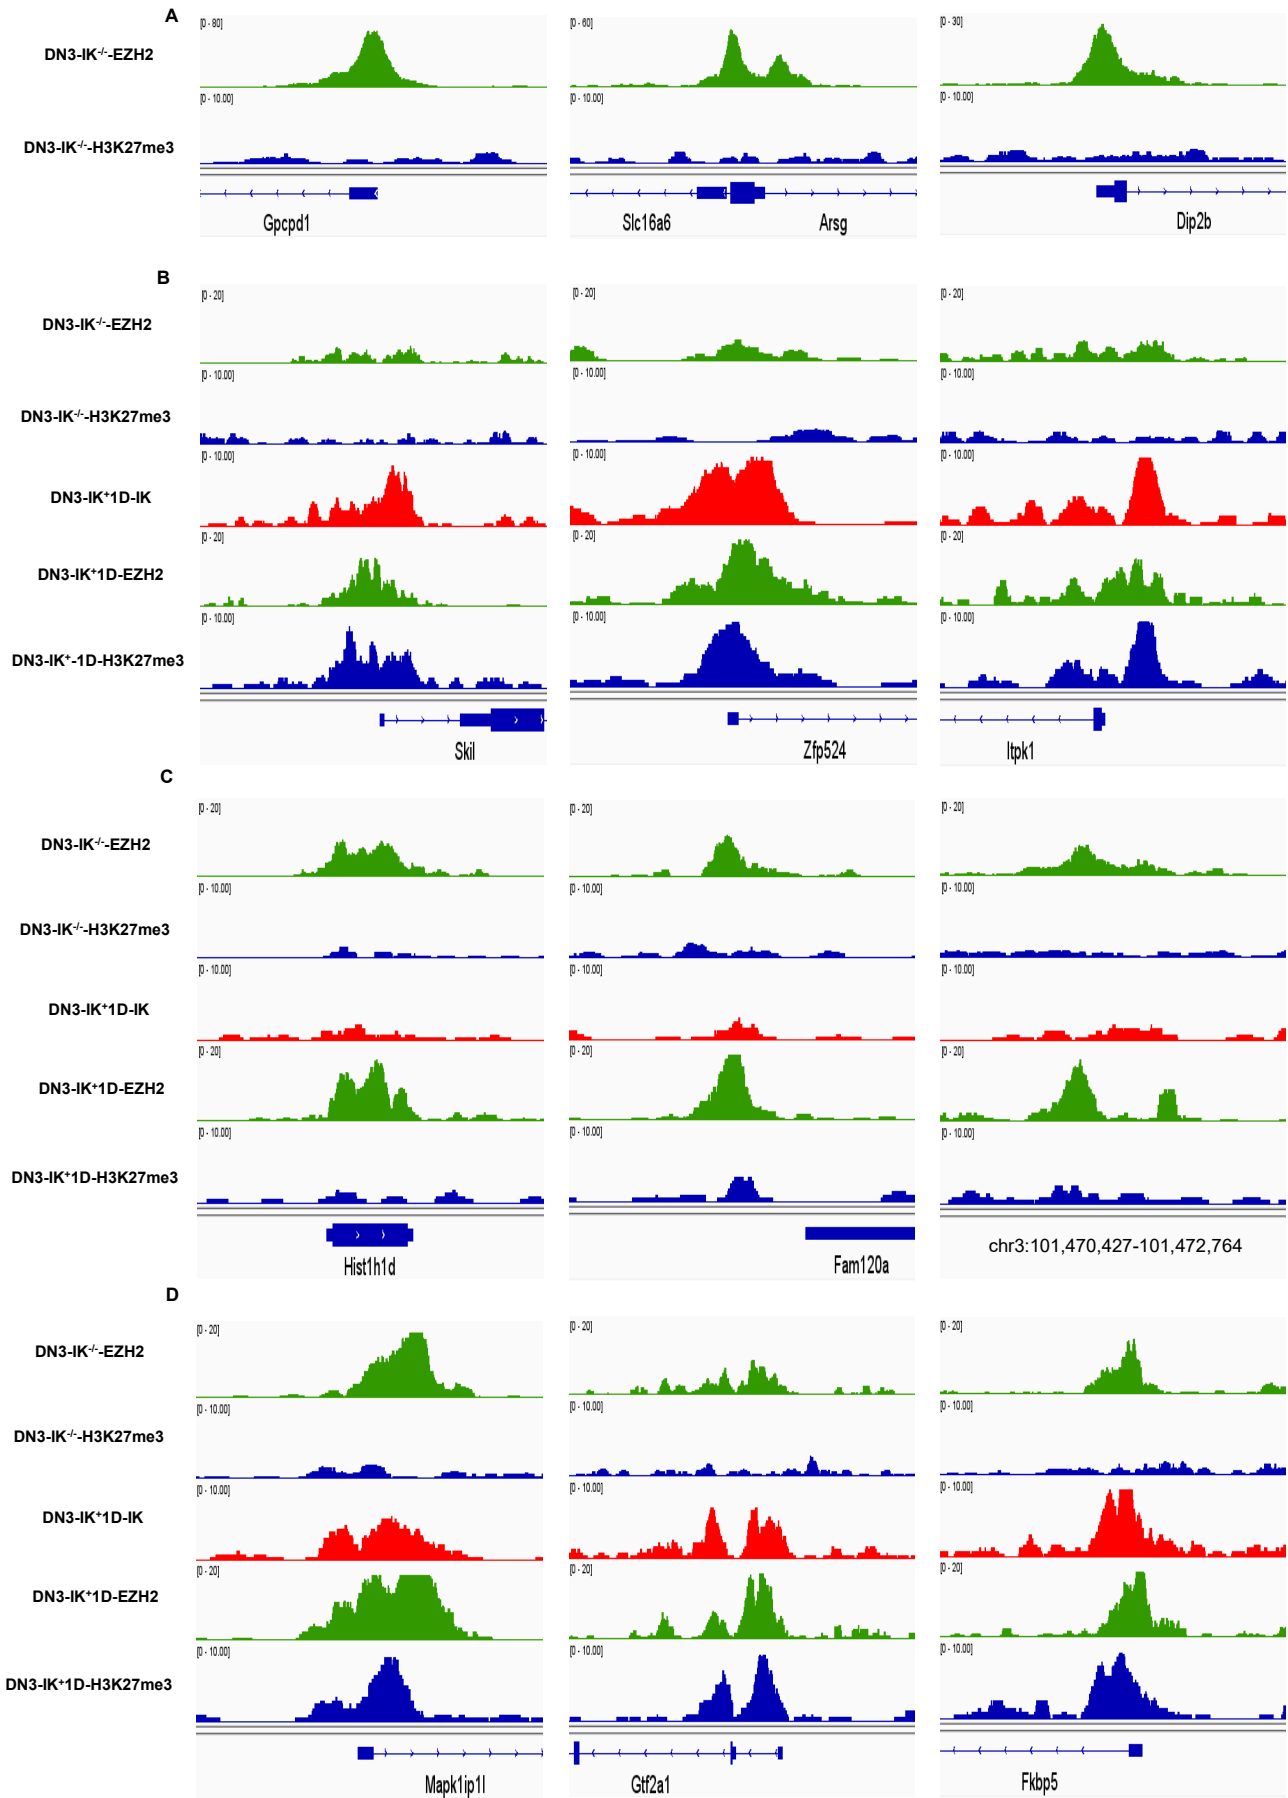

**Supplemental Figure 6.** (A) Examples of EZH2 DNA binding in *Ikzf1*-null T-ALL without H3K27me3 occupancy; (B) Recruitment of EZH2 by IKAROS results in de novo formation of EZH2-IKAROS DNA-binding complexes in IK\*Day 1 following *Ikzf1* re-introduction, resulting in formation of H3K27me3 (Day 0 EZH2 not binding, no H3K27me3; IK\*Day 1 IKAROS binding, EZH2 binding H3K27me3 formation); (C) EZH2 binding to DNA without concomitant IKAROS binding, 1 Day following *Ikzf1* re-introduction is not associated with H3K27me3 (Day 1 EZH2 peak, no Ikaros peak, no H3K27me3 peak). (D) Sites occupied solely by EZH2 in Ik-null T-ALL, and not being enriched in H3K27me3, following formation of IKAROS-EZH2 complexes in Day #1, result in H3K27me3 enrichment – EZH2 binding in Day 0; no H3K27me3 Day 0, IKAROS binding in Day 1, EZH2 binding in Day 1 and H3K27me3 peak in Day 1.

**Figure S7** Relationship between EZH2 and IKAROS peaks in *Ikzf1*-null T-ALL and 1 Day following *Ikzf1* re-introduction

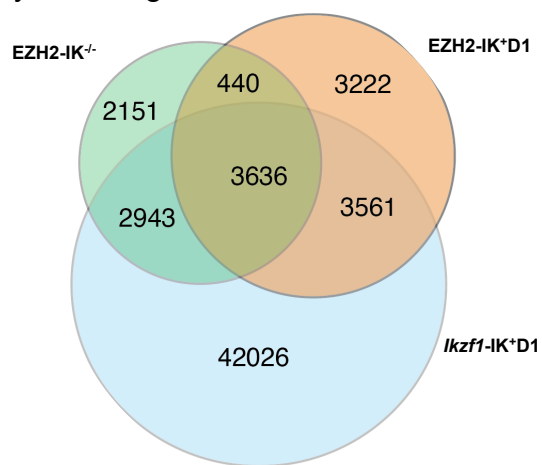

**Supplemental Figure 7.** Genome distribution of EZH2 ChIP-seq peaks in Ikaros-null T-ALL (Day 0) and 1 Day after *Ikzf1* transduction (D1), as well as IKAROS ChIP-seq peaks 1 Day after *Ikzf1* transduction. Results show that IKAROS binding results in redistribution of EZH2 genome occupancy either by direct recruitment by IKAROS (3,561 peaks), or via IKAROS-independent manner (3,222 peaks). A large number (3,636) EZH2 binding sites, that are occupied in *Ikzf1*-null T-ALL are bound by IKAROS following *Ikzf1* transduction, resulting in formation of EZH2-IKAROS complexes.

**Fig S8. Dynamic changes of EZH2 DNA Occupancy**

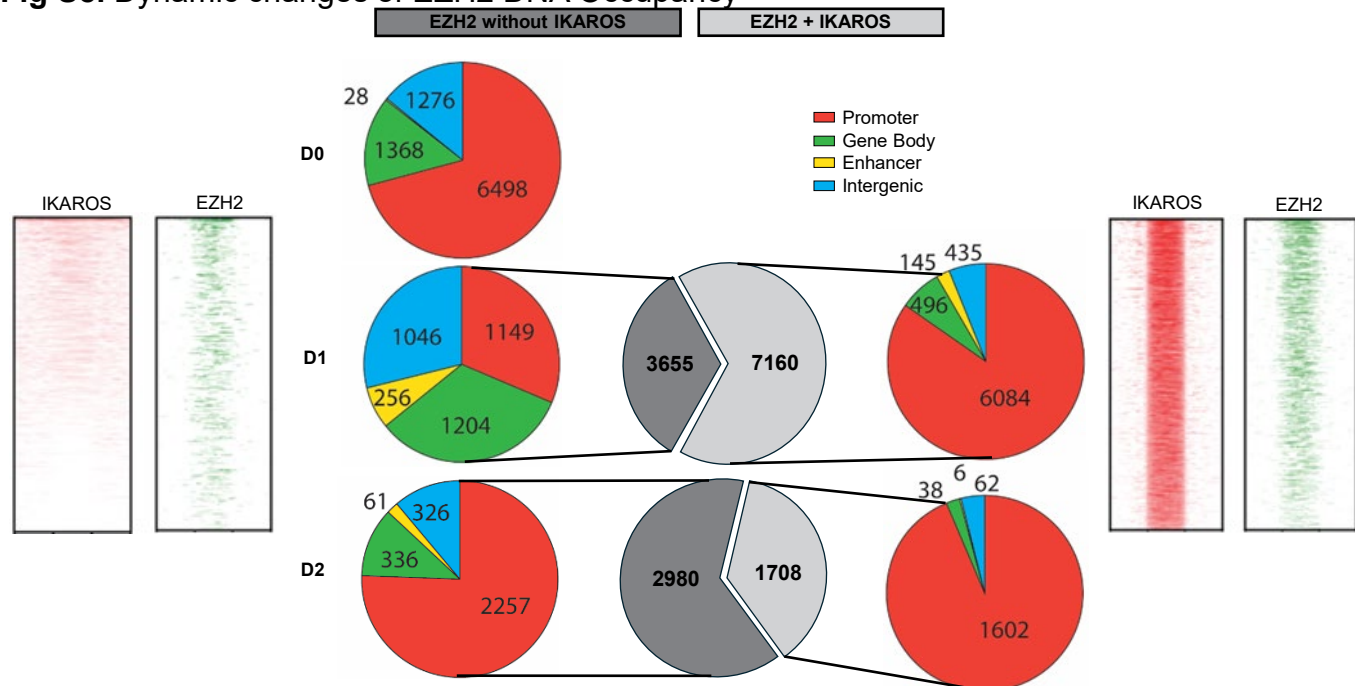

**Supplemental Figure 8. Dynamic changes EZH2-only and EZH2-IKAROS occupied sites classified by function of the DNA element.** Dynamic changes of EZH2 DNA binding sites in *Ikzf1*-null T-ALL (top panel) and EZH2-IKAROS and facultative heterochromatin formed following *Ikzf1* re-introduction but not associated with IKAROS occupancy in untreated *Ikzf1*-null T-ALL (Day 0) and for 2 s following *Ikzf1* re-introduction (day 1 and day 2). At Day 0 there are very few distinct H3K27me3 peaks. At Day 1 after transduction with *Ikzf1*, the majority (Day8,168) of the de novo formed facultative heterochromatin (H3K27me3 peaks) are associated with IKAROS occupancy (right panel) as opposed to 2,128 H3K27me3 peaks which are not associated with IKAROS occupancy (left panel). In contrast, at Day 2 after transduction with *Ikzf1*, there is a large increase in the total number of H3K27me3 peaks, with the majority of the new H3K27me3 peaks (41,052) not being associated with IKAROS occupancy (left lower panel), while 5,783 H3K27me3 peaks were associated with IKAROS binding (right lower panel). During both Days after *Ikzf1* transduction, IKAROS-binding associated H3K27me3 are predominantly located at gene promoters, while H3K27me3 peaks not associated with IKAROS binding are relatively evenly distributed among promoters, gene body and intergenic regions, with a significant number of H3K27me3 peaks detected within enhancer regions in Day 2 (lower left panel – yellow). Heat maps for IKAROS binding-associated (right) and IKAROS binding-independent (left) H3K27me3 peaks are shown.

**Fig S9. Dynamic changes of HDAC1 DNA binding**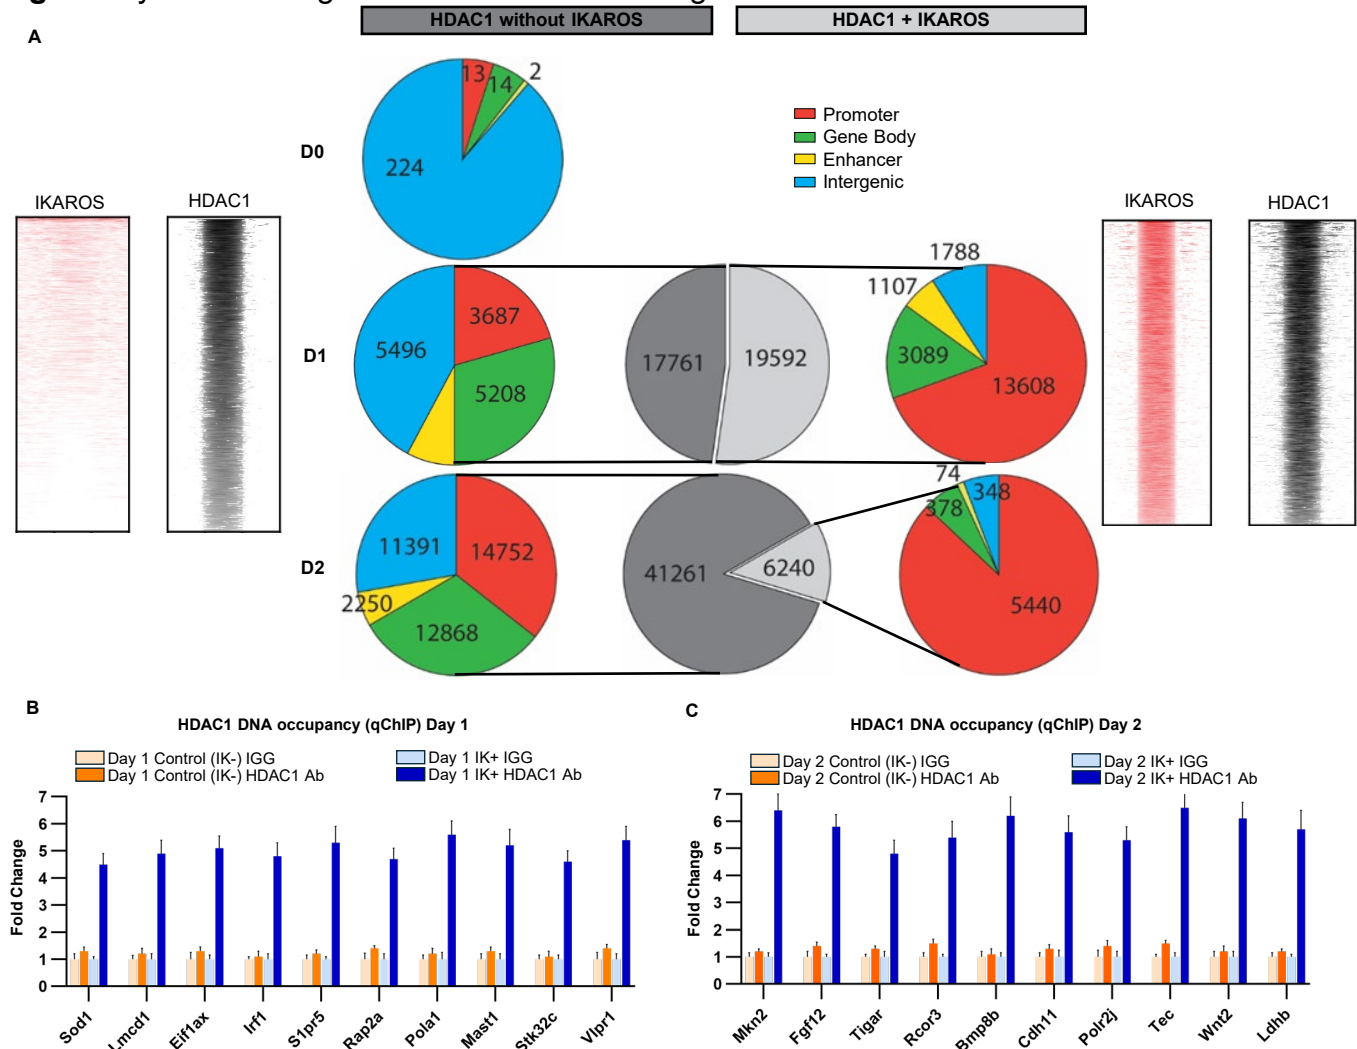

**Supplemental Figure 9. Dynamic changes HDAC1-only and HDAC1-IKAROS occupied sites classified by function of the DNA element.** Dynamic changes in DNA occupancy of HDAC1 without IKAROS (left) and HDAC1-IKAROS complexes (right) are shown in *Ikzf1*-null T-ALL (Day 0) and for 2 Days following *Ikzf1* re-introduction (Day 1 and Day 2). At Day 0 there are very few HDAC1 peaks. At Day 1 after transduction with *Ikzf1*, over half (19,592) of the HDAC1 peaks are associated with IKAROS occupancy (right panel) as opposed to 17,761 HDAC1 peaks which are not associated with IKAROS occupancy (left panel). In contrast, at Day 2 after transduction with *Ikzf1*, there is a large increase in the total number of HDAC1 peaks, with the majority of the new HDAC1 peaks (41,261) not being associated with IKAROS occupancy (left lower panel), while 6,240 HDAC1 peaks were associated with IKAROS binding (right lower panel). During both Days after *Ikzf1* transduction, IKAROS-HDAC1 complexes are predominantly located at gene promoters, while HDAC1 peaks not associated with IKAROS binding are relatively evenly distributed among promoters, gene body and intergenic regions, with a significant number of HDAC1 peaks detected within enhancer regions in Day 2 (lower left panel – yellow). Heat maps for IKAROS binding-associated (right) and IKAROS binding-independent (left) HDAC1 peaks are shown. **(B)-(C) IKAROS expression is associated with HDAC1 occupancy at promoters of specific genes.** *Ikzf1*-null T-ALL were transduced with empty MSCV-IRES-GFP retrovirus (control cells - IK-) or with *Ikzf1*-containing MSCV-IRES-GFP retrovirus (IK+ cells). Analysis of the HDAC1 enrichment at the promoters at specific genes was performed on control cells (orange and red bars) and on *Ikzf1*-null T-ALL following *Ikzf1* re-expression (light blue and dark blue bars). HDAC1 enrichment was determined using qChIP with anti-HDAC1 antibodies (red and dark blue bars) and normalized to the IGG background (orange and light blue bars). qChIP analysis of HDAC1 enrichment was performed on control and IK+ cells at **(B)** 1 day and **(C)** 2 days following *Ikzf1* re-expression. Graphed data are the mean  $\pm$  SD of triplicates representative of one of 3 independent experiments.

### Expression of Ikaros, HDAC1 and EZH2 in Ikaros<sup>-/-</sup> T-ALL and following IKAROS re-expression

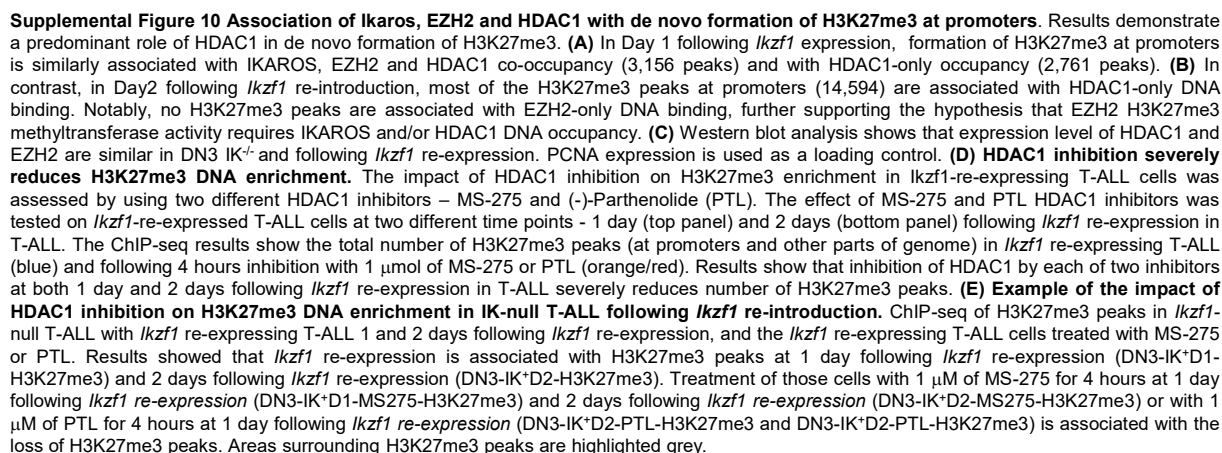

Figure S11

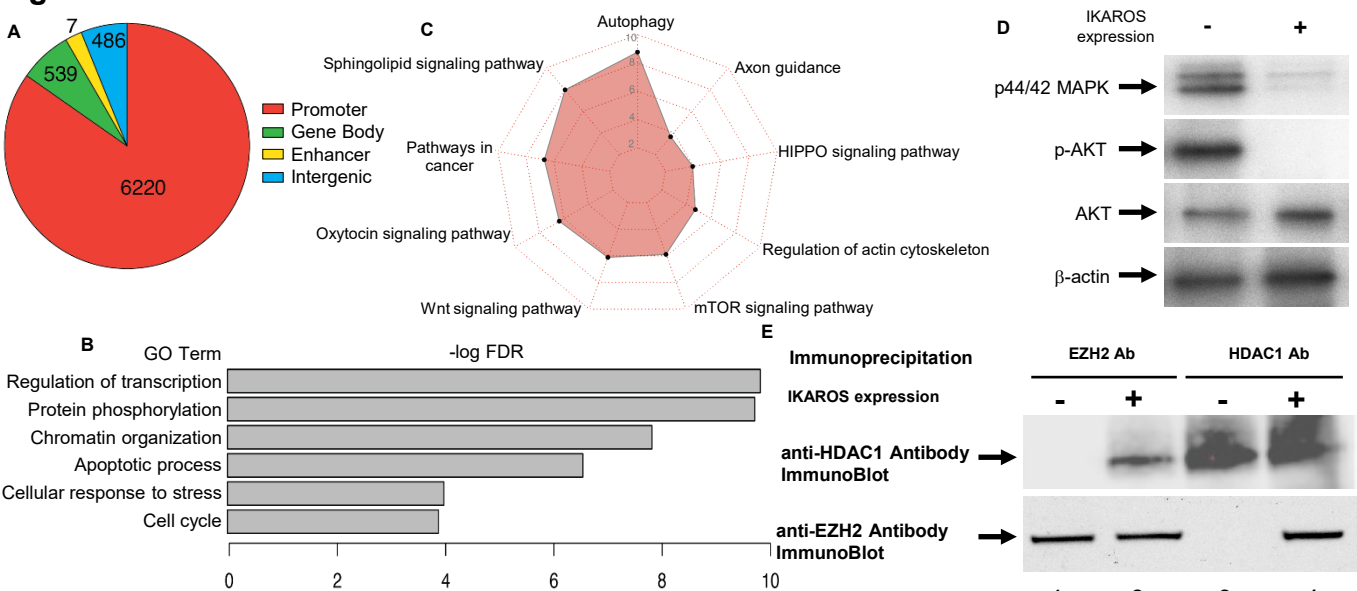

**Supplemental Figure 11. EZH2 target genes that are regulated by IKAROS/HDAC1 induced epigenetic switch.** (A) Distribution of de novo induced facultative heterochromatin (H3K27me3) at EZH2-occupied sites via IKAROS and HDAC1-induced epigenetic switch following *Ikzf1* re-introduction to *Ikzf1*-null T-ALL. (B-C) Gene ontology and pathway enrichment analysis of EZH2 target genes that are regulated by IKAROS and HDAC1-induced epigenetic switch. Many pathways that are regulated by IKAROS/HDAC1-induced epigenetic switch are known for their oncogenic activity. Results suggest that *Ikzf1*-null T-ALL results in functional inactivation of EZH2, lack of H3K27me3 occupancy, and activation of the above oncogenic pathways. IKAROS/HDAC1-induced switch to H3K27me3 occupancy results in repression of oncogenic pathways and tumor suppression. (D) Analysis of the effect of *Ikzf1* re-expression on cancer signaling pathways. *Ikzf1*-null T-ALL transduced with empty MSCV-GFP retrovirus (control cells-left) and T-ALL cells transduced with MSCV-GFP retrovirus-containing *Ikzf1* (right) were analyzed for Western blot with p44/42 MAPK, and pAKT antibodies to evaluate activity of MAPK and AKT pathways. Results showed that IKAROS expression negatively regulates both MAPK and AKT pathway. (E) **EZH2-HDAC1 interaction is dependent on IKAROS expression.** Co-immunoprecipitation analysis of EZH2 and HDAC1 interaction. To determine whether the IKAROS expression is essential for interaction between HDAC1 and EZH2, co-immunoprecipitation experiments for HDAC1 and EZH2 were performed in *Ikzf1*-null T-ALL (control cells, lanes 1 and 3) and in T-ALL following *Ikzf1*-re-expression (lanes 2 and 4). Cells were lysed in NETN buffer without EDTA and subjected to IKAROS or HDAC1 immunoprecipitations with anti-IKAROS or anti-HDAC1 Antibodies. The pellet fractions were loaded in a 9% SDS-PAGE with the following order: Lanes 1-2: Immunoprecipitation with anti-EZH2 antibodies of control cells (Lane 1) and T-ALL with *Ikzf1* re-expression (Lane 2). Lanes 3-4: Immunoprecipitation with anti-HDAC1 antibodies of control cells (Lane 3) and T-ALL with *Ikzf1* re-expression (Lane 4). The gel was blotted and analyzed by immunoblotting with anti-EZH2 or anti-HDAC1 antibodies indicated to the left of each panel to show the binding of EZH2 and HDAC1 proteins. Results demonstrate that HDAC1 interacts directly with EZH2 in *Ikzf1*-expressing T-ALL, but not in *Ikzf1*-null T-ALL. These data suggest that IKAROS expression is critical for HDAC1-EZH2 interaction

**Figure S12** Genes regulated by Active Enhancers occupied by IKAROS without HDAC1 – 2,391 target genes

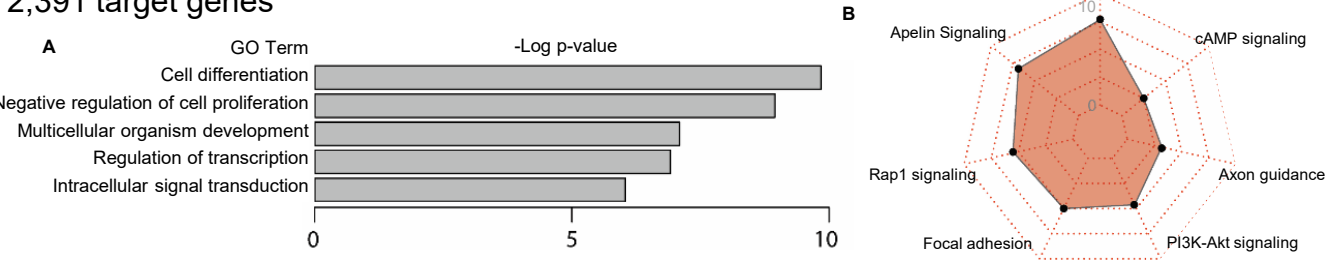

**Supplemental Figure 12.** (A) Gene ontology and (B) pathway enrichment analysis of the genes that are regulated by active enhancers occupied by IKAROS but not by HDAC1

**Figure S13** Genes regulated by Active Enhancers occupied by HDAC1, but not by IKAROS – 1,425 genes

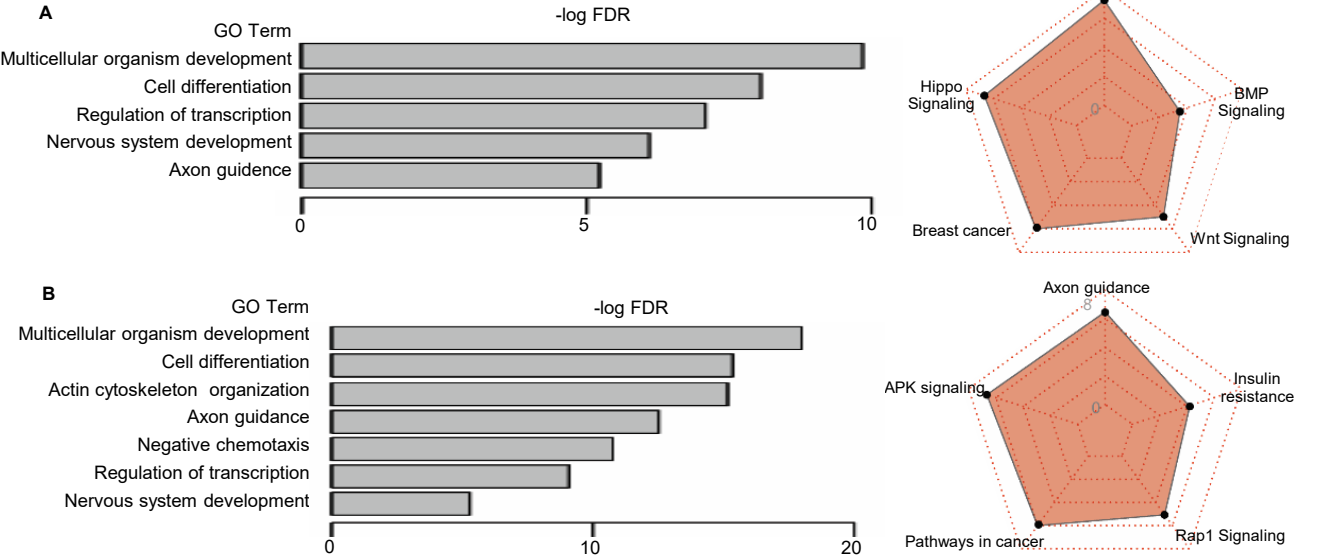

**Supplemental Figure 13.** Gene ontology (left) and pathway enrichment analysis (right) of the genes that are regulated by active enhancers occupied by both HDAC1 but not IKAROS in **(A)** Day 1 and **(B)** Day 2 following *Ikzf1* re-introduction

**Figure S14** Genes regulated by Active Enhancers occupied by both IKAROS and HDAC1 – 1,667 target genes

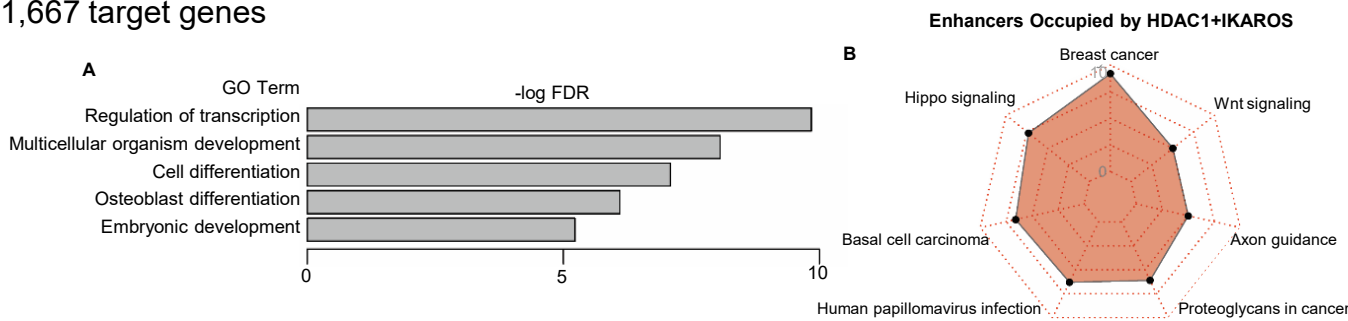

**Supplemental Figure 14 (A)** Gene ontology and **(B)** pathway enrichment analysis of the genes that are regulated by active enhancers occupied by both IKAROS and HDAC1

**Figure S15** Genes regulated by Active Enhancers in *Ikzf1*-null T-ALL, which becomes silenced by IKAROS and/or HDAC1 following Ikaros re-introduction – 276 target genes

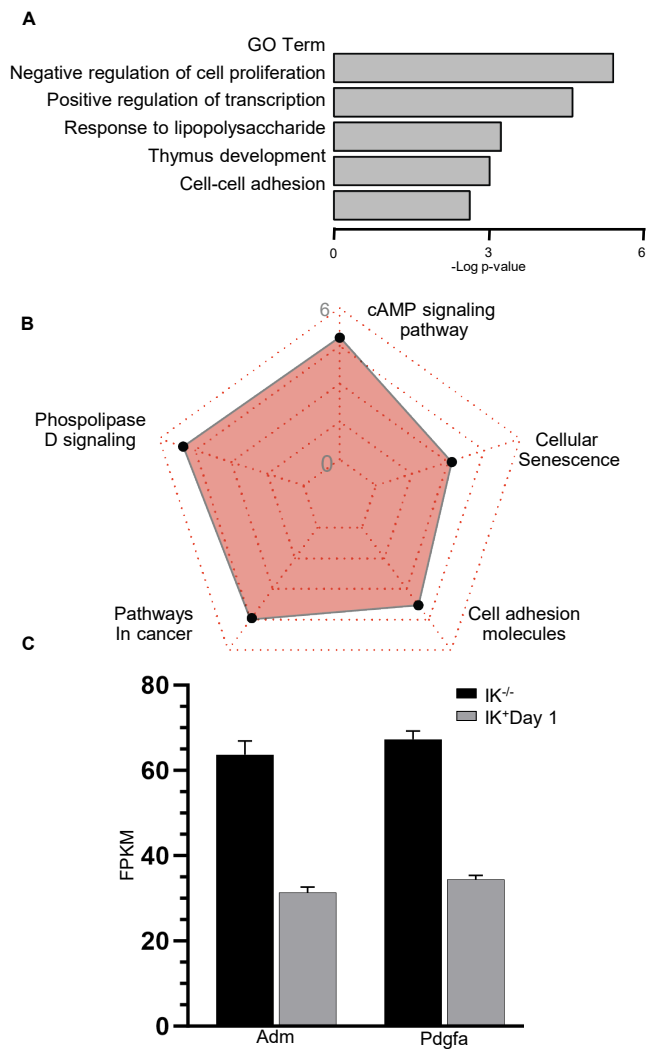

**Supplemental Figure 15** (A) Gene ontology (B) pathway enrichment analysis of genes regulated by Ikaros<sup>-/-</sup> T-ALL, which became silenced by IKAROS and/or HDAC1 following *Ikzf1* re-expression. (C) examples of gene repression due to enhancer silencing by IKAROS and HDAC1 following *Ikzf1* re-expression.

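Pdgfa (ENSMUSG00000025856.9), which encodes a platelet-derived growth factor chain, lies on the minus strand of chromosome 5 of mm9 from 139451968 to 139473324. Its exons overlap those of 6330403L08Rik on the opposite strand, and the paper's text does not state whether strand was used in counting. RNA of Pdgfa was 65.5 and 65.8 FPKM at day 0, 32.6 and 37.0 FPKM at day 1, and 29.4 and 51.9 FPKM at day 2. The means were 65.6 ± 0.248 FPKM (SD, n = 2), 34.8 ± 3.15 FPKM and 40.7 ± 16.0 FPKM. All libraries of days 1 and 2 were below both day 0 libraries. The log2 change was -0.90 at day 1 (standard error 0.26, adjusted p = 0.58 from limma). At day 2 it was -0.73 (adjusted p = 0.156 from limma), so neither day passed the threshold. Before adjustment over all genes tested, the p from limma was 0.0118 at day 1 and 0.0281 at day 2. Left out in turn, the libraries gave between -0.81 and -0.99 at day 1. At day 2 the change was -0.33 without replicate 1 of that day and -1.14 without replicate 2.

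**Figure D5:**
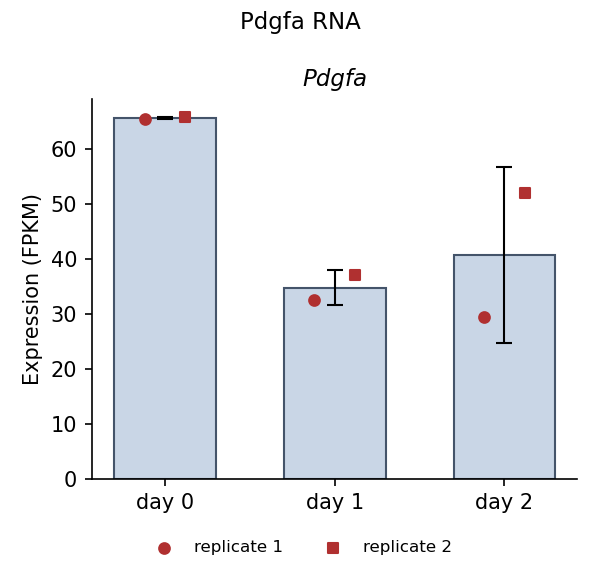
Expression of Pdgfa in FPKM (vertical axis) by day (horizontal axis). Bars are means, error bars the SD and points the 2 libraries of each day. The libraries of day 2 lie further apart than those of day 0 or day 1.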

**Fig S16.** Associated genes with K27me3 LOCKs

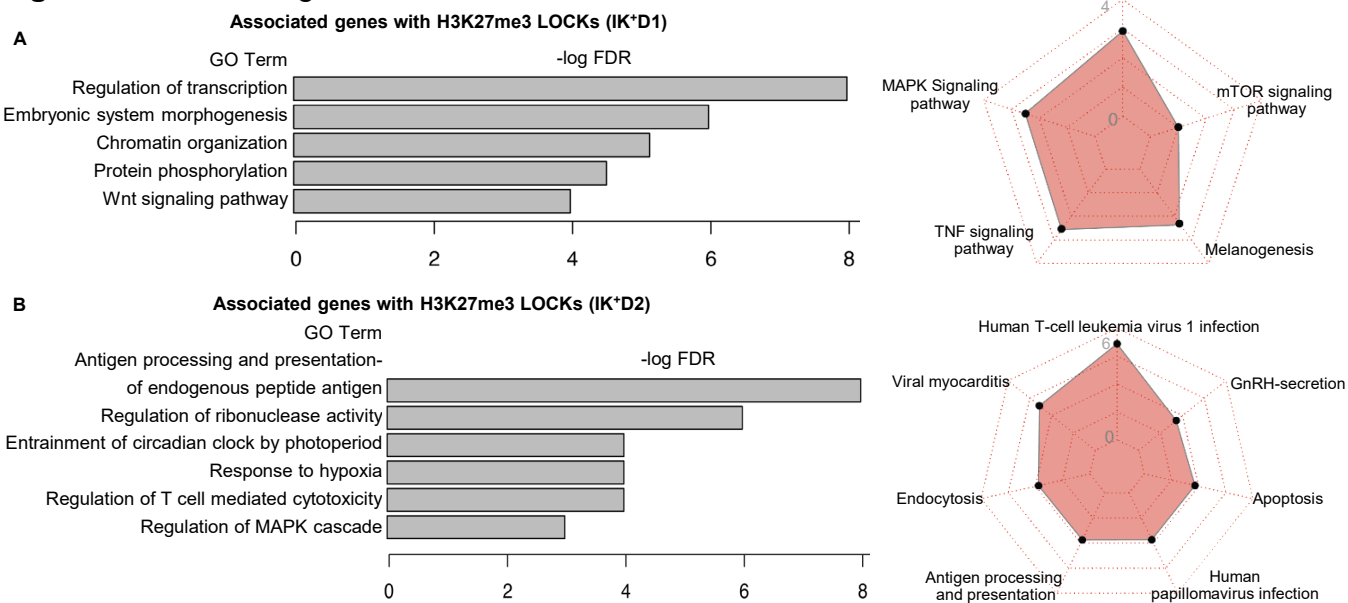

**Supplemental Figure 16.** Gene ontology (left) and pathway enrichment analysis (right) of the genes that are found within the H3K27me3 LOCKs in **(A)** Day 1 and **(B)** Day 2 following *Ikzf1* re-expression

**Fig S17 Human MOLT-4 wt vs. MOLT-4 IK-KO**

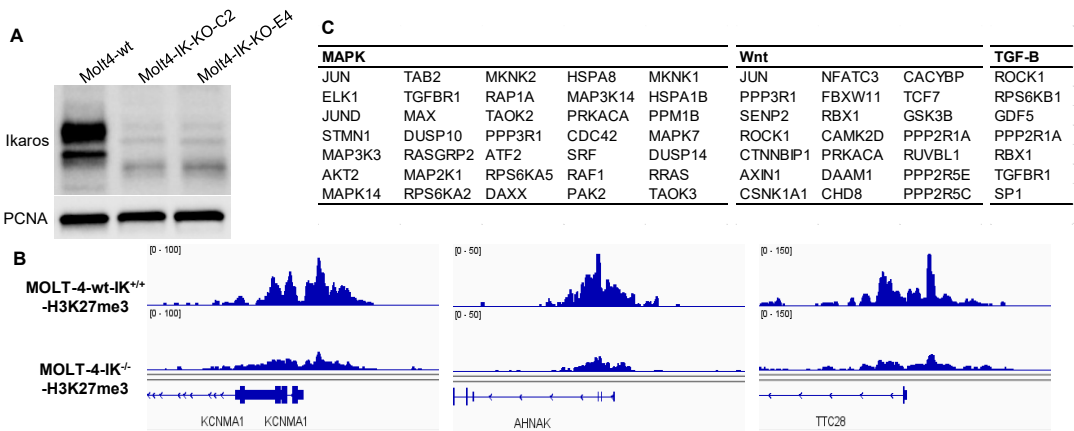

**Supplemental Figure 17. (A) IKAROS expression in two different clones of MOLT4-IKZF1-null cells.** Western blot with anti-IKAROS antibodies was performed in wildtype MOLT4 cells and on two different *IKZF1*-knockout MOLT4 clones. **(B) Example of the loss of H3K27me3 in human T-ALL associated with absence of IKAROS.** Comparison of H3K27me3 CUT&Tag landscape in human T-ALL MOLT-4 cells, which express wild type *IKZF1* (top panel) with H3K27me3 distribution obtained by CUT&Tag on MOLT-4 cells with CRISPR-induced *IKZF1* knockout. Results show that *IKZF1* knockout results in severely reduced H3K27me3 landscape in human T-ALL. (C) The list of the genes involved in MAPK, Wnt and TGF- $\beta$  pathway, that have altered expression in MOLT4 *IKZF1*-null cells, compared to the MOLT4 *IKZF1*-wildtype cells.

**Fig S18** IKAROS and HDAC1 regulate activity of enhancers in MOLT-4

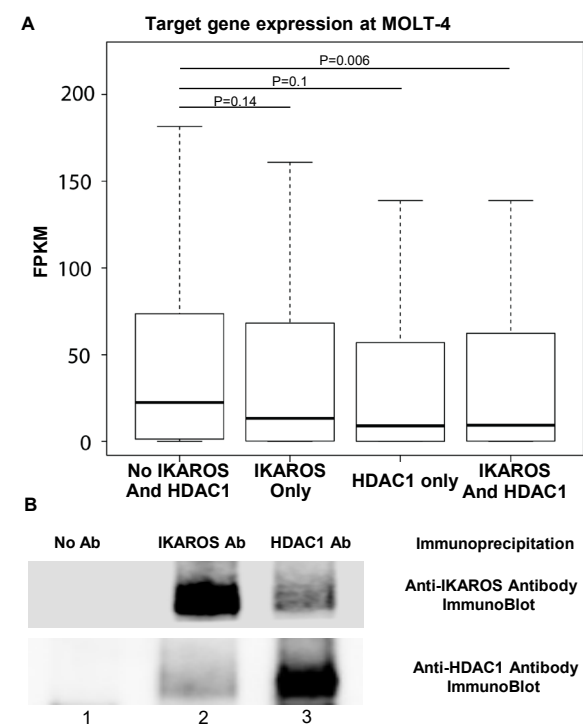

**Supplemental Figure 18. IKAROS and HDAC1 occupancy represses active enhancers in human T-ALL. (A)** Boxplot shows expression of genes regulated by the active enhancers in human T-ALL not bound by IKAROS and/or HDAC1 (left) and occupied by IKAROS and/or HDAC1. Boxplot: center line represents median, boxes show first and third quartiles, whiskers extend to the most extreme data points that are no more than 1.5-fold of the interquartile range from the box. **(B) IKAROS directly interacts with HDAC1.** Co-immunoprecipitation analysis of IKAROS and HDAC1 interaction. MOLT-4 cells were lysed in NETN buffer without EDTA and subjected to IKAROS or HDAC1 immunoprecipitations with anti-IKAROS or anti-HDAC1 Antibodies. The pellet fractions were loaded in a 9% SDS-PAGE with the following order: Lane 1: Cell extract with no antibodies as negative control. Lane 2: cell extracts immunoprecipitated with IKAROS antibody. Lane 3: cell extracts immunoprecipitated with HDAC1 antibody. The gel was blotted and analyzed by immunoblotting with anti-IKAROS or anti-HDAC1 antibodies indicated to the right of each panel to show the binding of IKAROS and HDAC1 proteins.

**Fig S19** IKAROS regulates formation and expansion of H3K27me3 LOCKs in human T-ALL

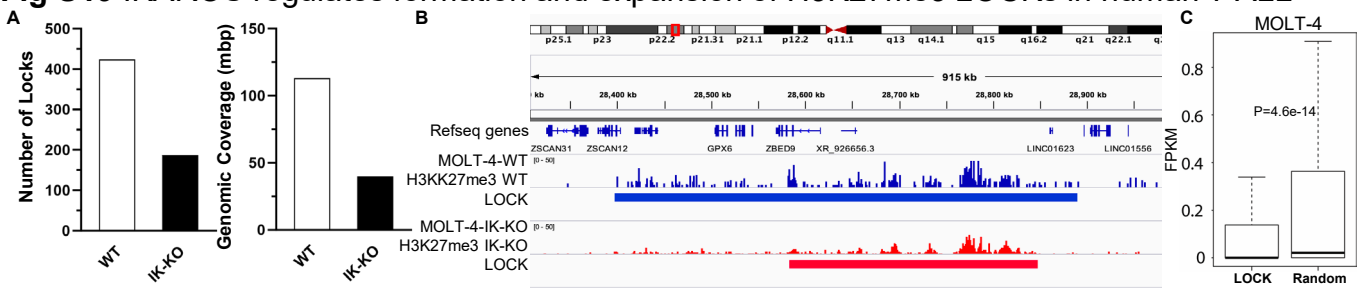

**Supplemental Figure 19. IKAROS regulates formation and expansion of H3K27me3 LOCKs in human T-ALL. (A)** Number (left) and genomic coverage (right) of H3K27me3 LOCKs in human T-ALL with wildtype *IKZF1* (IK-wt) and *IKZF1* knockout (IK-KO) **(B)** Example of the genomic expansion of the H3K27me3 LOCKs in human T-ALL with wildtype *IKZF1* (IK-wt) vs. human T-ALL with *IKZF1* knockout (IK-KO). **(C) Negative regulation of gene by LOCKs.** Expression of genes located within LOCK compared to the expression of the genes not regulated by LOCKs.

**Fig S20** IKAROS regulates large set of genes in human T-ALL via formation of H3K27me3 LOCKs

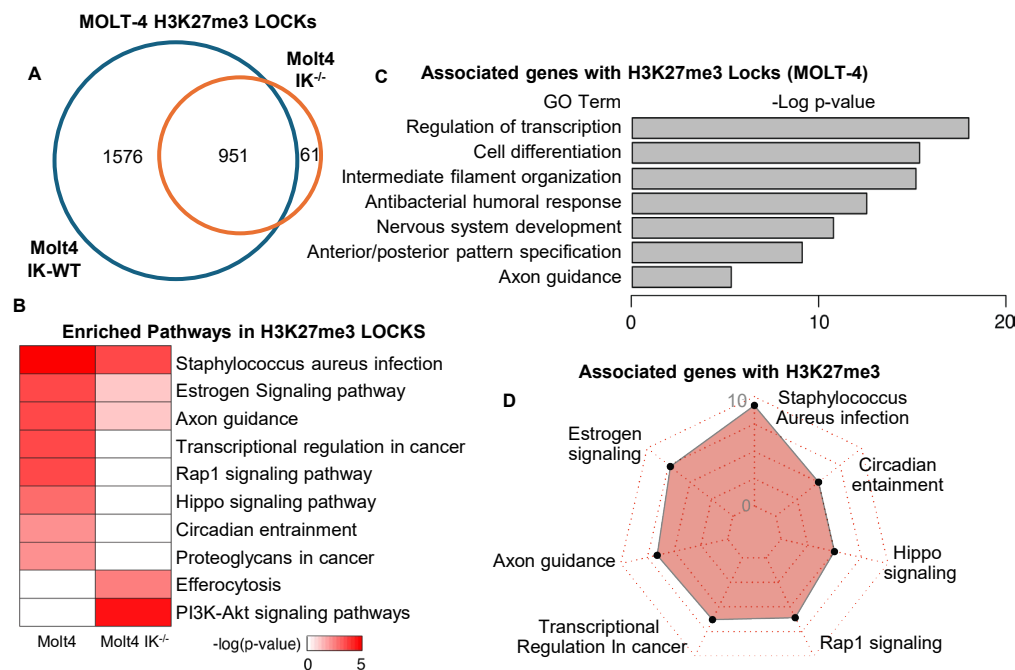

**Supplemental Figure 20** IKAROS regulates large set of genes in human T-ALL via formation of H3K27me3 LOCKs  
(**A**) Number of genes regulated by the H3K27me3 LOCKs in human T-ALL with wildtype *IKZF1* (IK-wt) and *IKZF1* knockout (IK-KO). (**B**) Gene set enrichment analysis on the genes found within the H3K27me3 LOCKs in human T-ALL with wildtype *IKZF1* (IK-wt) and *IKZF1* knockout (IK-KO). (**C**) Gene ontology and (**D**) Pathway analysis of the genes found within H3K27me3 LOCKs in human T-ALL with wildtype *IKZF1*.

**Fig S21 BGRD vs random in WT**

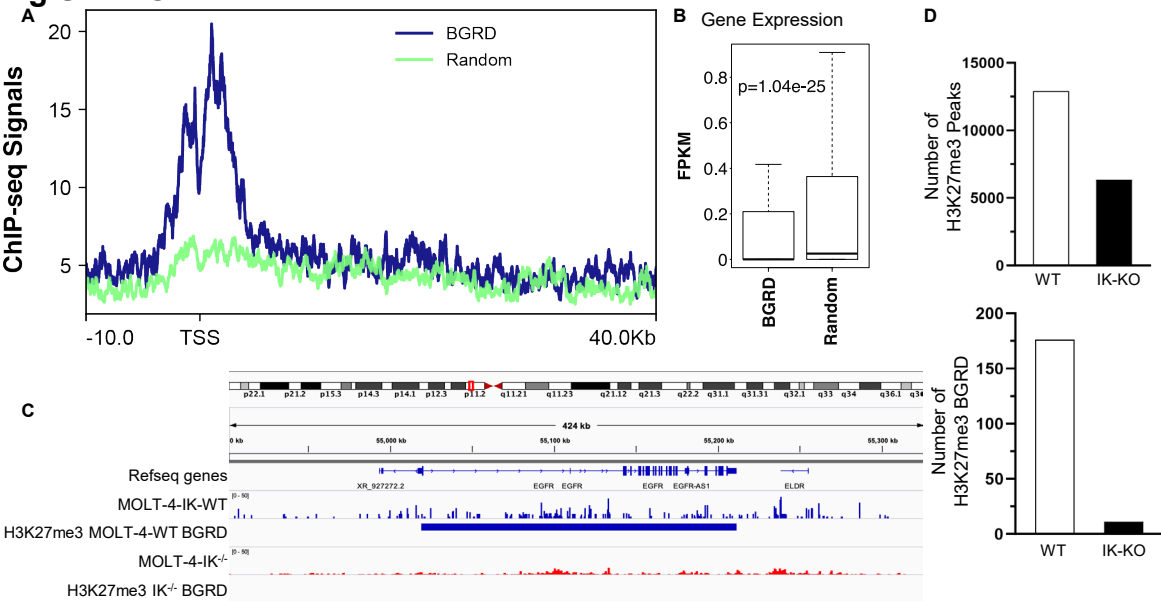

**Supplemental Figure 21 IKAROS regulate formation of H3K27me3 BGRDs in human T-ALL.** (A) Average ChIP-seq signal value for H3K27me3 plotted around TSS of the genes within BGRD region vs. the random genes (B) Boxplot shows the expression value of the genes (by RNA-seq) located within BGRD vs. random genes. Center line is median, while boxes show first and third quartiles, with whiskers extending to the most extreme data points that are no more than 1.5-fold of the interquartile range from the box. (C) Example of BGRD which include EGFR oncogene in human T-ALL with wildtype *IKZF1* (IK-WT) vs. human T-ALL with *IKZF1* knockout (IK-KO). (D) List of the oncogenes and tumor suppressor genes associated with H3K27me3 BGRDs in human T-ALL with wildtype *IKZF1* (IK-WT) vs. human T-ALL with *IKZF1* knockout (IK-KO).

**Fig S22 Mouse vs human Thymocytes and T-ALL**

mm9: chr7:116,918,832-116,931,385

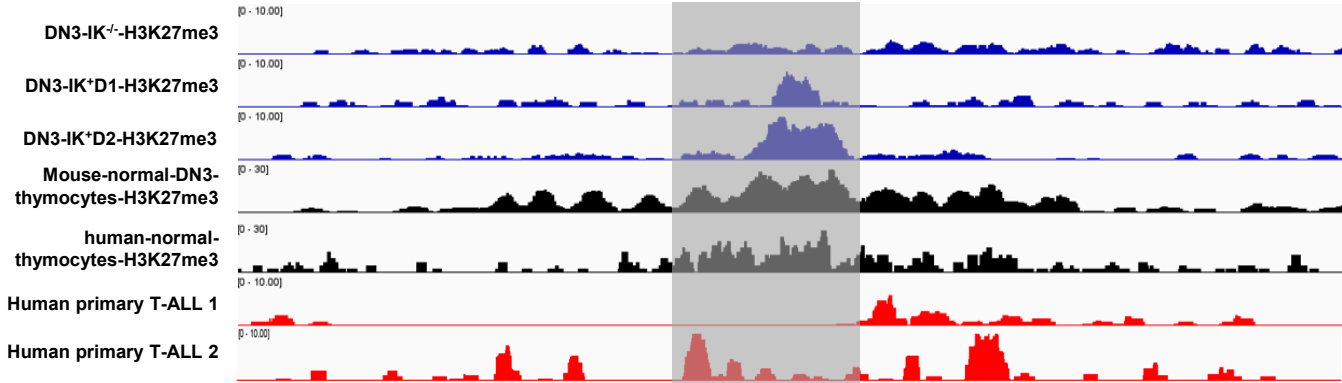

hg38: chr11:8,998,052-9,010,170

mm9: chr16:30,592,880-30,609,064

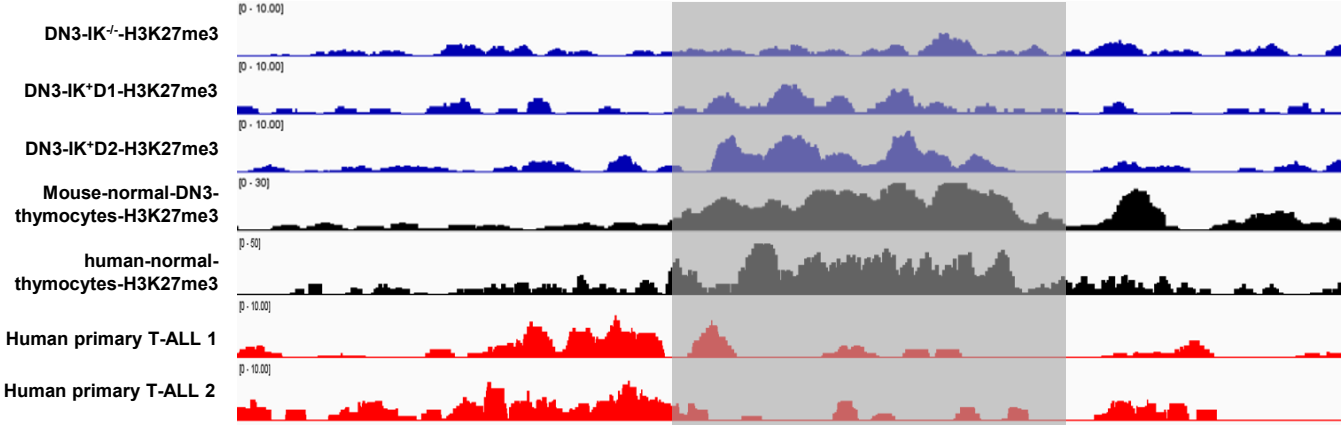

hg38: chr3:194,678,117-194,694,438

**Supplemental Figure 22. Example of conservation of H3K27me3 heterochromatin in mouse *Ikzf1*-null and two human T-ALL (T-ALL 1-2), normal mouse and human thymocytes, and the role of IKAROS in re-establishing normal H3K27me3 landscape.** Results show loss of H3K27me3 signature in mouse and human T-ALL (top and bottom panel). Re-introduction of *Ikzf1* into mouse *Ikzf1*-null T-ALL results in partial re-establishment of the normal H3K27me3 landscape that is observed in mouse and human thymocytes. ChIP-seq for H3K27me3 was done by our team (top 6 samples), while the H3K27me3 ChIP-seq of the bottom sample was published previously (from GEO accession GSM1431912).

## **Methods**

### **Supplemental Methods**

#### **Cell culture**

Molt4 Ikaros CRISPR knockout and control cells were purchased from Synthego, Redwood City, CA. The sequence of sgRNA for knockout Ikaros gene is AUCUGGAGUAUCGCUUACAG. Cells were cultured with RPMI 160 with 10% FBS. Both PCR and western blot were performed to confirm the knockout of Ikaros. Human primary T-ALL PDX cells W8 were obtained from Loma Linda University (Loma Linda, CA) in compliance with Institutional Review Board regulations.

The JE131 cell line (referred to here as DN3) is an early T-ALL cell line derived from Ikaros knockout mice that spontaneously develop T-ALL and is not commercially available. Cells are tested monthly for mycoplasma infection and have been found to be negative for infection. Both wild-type DN3 cells and retrovirally-transduced cells were maintained in RPMI 1640 medium with 10% heat-inactivated FBS at 37°C with 5% CO<sub>2</sub>.

#### **Western blot**

10<sup>6</sup> cells were collected and lysed by Pierce IP Lysis Buffer (Pierce, 87787) on ice for 10 minutes. Cell debris were removed by centrifugation at 13,000g at 4°C for 10 minutes. Supernatants were transferred to new tubes for Western blot which was performed according to standard procedure. Antibodies which were used include anti-HA tag (Abcam, ab9110) for HA-tagged Ikaros, anti-HDAC1 (Abcam, ab7028), anti-EZH2 (Active Motif, 39901) and anti-PCNA (Santa Cruz, sc-7907).

#### **ChIP-seq**

Antibodies that were used including anti-HA tag (Abcam, ab9110) for HA-tagged IKAROS, anti-HDAC1 (Abcam, ab7028) and anti-histone modification antibodies: H3K4me3 (Abcam, ab8580), anti-H3K4me1 (Abcam, ab8895), anti-H3K27ac (Abcam, ab4729) and anti-H3K27me3 (Millipore, 07-449). ChIP-seq libraries were created using ChIP-seq DNA sample prep kit (Illumina), size-selected and the 200-400bp fraction was extracted and purified. Libraries were sequenced at the High Throughput Genomics Center of University of Washington, Seattle and at Genome Sciences and bioinformatics core of Penn State University, Hershey, College of Medicine.

#### **CUT&Tag**

CUT&Tag for W8 and MOLT-4 cells was performed according to EpiCypher CUTANA Direct-to-PCR CUT&Tag Protocol. Briefly, approximately 100k cells for each sample were collected. Nuclei were extracted by NE buffer and were then immobilized to Concanavalin A conjugated paramagnetic beads (EpiCypher, 21-1401). Then the immobilized nuclei were incubated with primary then secondary antibodies. pAG-Tn5 (EpiCypher, 15-1017) were added to recognize antibodies which were the same for ChIP-seq, cleave target-DNA complex, and ligate sequencing adapters. Then DNA fragments were amplified by PCR, and purified by Agencourt AMPure XP beads (Beckman Coulter Genomics, #A63881). Sample libraries were sequenced on NovaSeq 6000 PE150 at Novogene, Sacramento, CA.

## Bioinformatics Analysis

### ChIP-seq Analysis

Both histone and transcription factor ChIP-seq data were analyzed using ENCODE3 pipeline. Briefly, Bowtie2 (ref. 1) (version 2.2.6) with default parameters to map fastq data to the mm9 reference genome. Samtools (ref. 2) (version 1.2) with MAPQ > 30 as a cutoff and PICARD (version 2.0.1) were used for further filtering. MACS2 (ref. 3) (version 2.1.1) was used to call peaks, followed by Benjamini-Hochberg procedure with q values of 0.05 as a cutoff for significance. For Transcription factor ChIP-seq, IDR (ref. 4) (version 2.0.4) was further used to control the reproducibility between replicates with a cutoff value of 0.05. Finally, Narrowpeak files and p value bigwig signal files were used for downstream analysis.

Histone ChIP-seq peaks were used to define DNA elements. Promoters were defined as either H3K4me3 peak regions or 1.5kb upstream and downstream of TSS of genes defined in the annotation GTF file with GENCODE release version vM1. Poised Enhancers were defined as H3K4me1 peak regions that do not overlap with Promoter regions. Active Enhancers were defined as regions that have both H3K4me1 and H3K27Ac peaks. Gene Body regions were defined as annotation with the GENCODE release version vM1 but do not overlap with either Promoters or Enhancers. Ikaros regulated DNA elements were defined by overlapping Ikaros peaks with each of above-mentioned DNA elements. The remaining Ikaros binding regions were defined as Gene Desert regions.

De novo enhancers were defined as regions that gained H3K4me1 signals with Ikaros treatment as compared to wild type regardless of Ikaros binding or H3K27Ac signals. De novo activated enhancers were defined as a subset of de novo enhancers that also gained H3K27Ac signals. Ikaros regulated de novo enhancers are the subset of de novo enhancers that gained Ikaros binding when Ikaros-treated cells were compared with untreated cells.

To compare the functions of DNA elements across species, we used liftOver to convert the coordinates of the identified DNA elements from mouse genome (mm9) to human genome (hg38).

### Super-enhancers, Enhancers, LOCKs, and BGRDs

How the deposited data were processed for this re-analysis (not part of the article)

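PolyA RNA of DN3 cells was sequenced at day 0 and at days 1, 2 and 3 after retroviral re-expression of Ikzf1, with 2 libraries per day. The authors deposited FPKM values per gene for each library, with lower and upper bounds in FPKM and a status. The gene models are those of an early GENCODE mouse release on mm9. The methods describe alignment to mm9 with STAR, read counts from FeatureCounts, merging of technical replicates, a filter on genes with few reads and a gene-wise test with a fold threshold, called the paper's rule here. The deposited values are FPKM for all genes, so the counts and that filter are not part of what was analysed, and the design foresaw both units. The test for FPKM was used.

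All steps were run in R 4.3.3 with limma 3.58.1, with annotation steps and figures in Python 3.11.15. Genes with a mean FPKM of at least 1 over the 8 libraries numbered 12656, of which 10 with a failed value in any library were left out. An exact 0 can come from the quantifier, so such genes are only said to be listed at 0. A pseudocount of 1 was added before log2. Linear models with a mean-variance trend compared each day with day 0, and p was adjusted over genes by Benjamini-Hochberg at 0.05. Contrasts between days used the same fit. FPKM carries no counts, so depth was estimated from the authors' intervals over genes with 1 transcript longer than 2000 bases and at most 10 fragments, and is approximate. The relative depths ran from 1 to 1.68. The error of the tests comes from the spread between replicates. The steps were tested on simulated data with 200 changed genes.

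Before the data were examined, the samples, the tests, the alternatives and 17 gene lists were fixed. The lists hold 167 genes, of which 166 matched, 2 of them through an older symbol. They are promoters tested by qChIP for H3K27me3 and for HDAC1, genes of Fig. 1C, Fig. 3C, Fig. 6B, Fig. S15C and H3K27me3 tracks, H3K27me3 machinery, the HDAC1 complex, proliferation, interferon response, Notch targets, thymocyte differentiation and p53 targets. The 13 lists with at least 5 tested genes were tested with camera and fry, 39 tests in all. Genes are named in the text if they are Ikzf1, Adm, Pdgfa or members of these lists, or if they are among the 3 largest rises and 3 largest falls past the threshold at a day with both libraries on the same side of both day 0 libraries. Others are marked as chosen after their values were seen. Lists of ATF4 targets, unfolded protein response genes, pan-T genes and Ikzf1 paralogs were written later, after the main results were seen. The alternatives were a pseudocount of 0.1, no filter or a minimum mean FPKM of 5, median scaling, quantile normalization, a block for the replicate number, fits of single days, no trend, the paper's rule, an added fold threshold and leaving out each library. Analyses of protein-coding genes only, with GC and length trends removed, and of kept LOCK genes against random kept genes were added after the data were seen. Random lists numbered 10000, and unchanged groups were simulated 100 times. ChIP-seq target lists, enhancer target lists and human cell lines were not used here, and some single genes are not reported here.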

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

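The tests of explanations in this part were chosen only after the patterns they bear on were seen, although median scaling and quantile normalization were also among the alternatives set in advance.

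Day 3, for which the paper reports cell numbers (Fig. S1C) but no RNA data, had 1866 genes past the threshold against day 0 with limma, 896 lower and 970 higher, against 10 at day 1 and 325 at day 2. Tested directly, 19 genes differed between days 2 and 1, 466 between days 3 and 1 (154 lower and 312 higher at day 3) and 15 between days 3 and 2. Genes past the threshold at both day 2 and day 3 numbered 278, all changed in the same direction. Both days are compared with the same day 0 libraries, which by itself favours the same direction, so the direction decides nothing. In 100 simulated unchanged groups at most 1 gene was past the threshold at both day 2 and day 3. With simulated unchanged groups the highest count at any day was 3. These groups drew each gene independently, so variation shared by many genes of a library is not part of them. Scaling between libraries is argued against as the cause, since the day 3 count was 2076 with each library scaled to the same median and 1932 with quantile normalization, against 9 at day 1 in both. With GC and length trends removed it was 2032, against 12 at day 1, and over protein-coding genes only it was 1931, against 9. Depth stays open. Of genes with a mean FPKM of at least 20, 17.6% passed at day 3, beside 12.3% of the others, but abundant genes are easier to call at any depth, so these shares decide nothing. The estimated depths of the days overlapped, with about 14400000 and 12300000 fragments at day 1 and about 11300000 and 15600000 at day 3. Effects of IKAROS, of the virus and of time in culture cannot be told apart, because 0 control libraries after day 0 were analysed. The fit of day 3 and day 0 libraries alone gave 548 genes. The differences between days were tested in 1 setting only.

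Thymocyte differentiation genes (16 genes, list fixed in advance) were the only one of the 13 lists tested against day 0 to pass the camera threshold in the design fixed in advance (4 other lists passed under some alternatives), with median log2 changes of 0.51, 1.14 and 1.37 at days 1, 2 and 3 and 13 of 16 genes higher at each day. The adjusted p was 3.53e-06, 3.53e-06 and 6.13e-06 with camera, and 0.0055, 0.000455 and 0.000303 with fry. Over the alternatives, camera passed throughout, while fry reached 0.0513 at day 1 with only the libraries of days 1 and 0. With each library left out in turn, the median was between 0.30 and 0.67 at day 1 (0.30 without replicate 1 of day 0), between 1.04 and 1.43 at day 2 and between 1.32 and 1.60 at day 3. The list also rose between days, by 0.54 from day 1 to day 2 (adjusted p 0.000369 with camera, 0.0141 with fry), by 0.93 from day 1 to day 3 (0.000133 and 0.00494) and by 0.23 from day 2 to day 3 (0.016 with camera, but 0.0526 with fry), the last being 0.36 without replicate 1 of day 2. Notch targets (8 genes) fell by 0.494 from day 2 to day 3 in the median with camera (0.0383), but not with fry (0.401). That difference was -0.16 without replicate 2 of day 2 and -1.05 without replicate 1 of day 2. Hes1 of that list was far higher in replicate 2 of day 2 than in the other library of that day, with 89.0 against 23.1 FPKM.

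Of the genes named in advance that are reported here, Cd8a was higher at day 2 than at day 1 by 2.42 on the log2 scale (adjusted p = 0.0327, limma). Between days 3 and 1, 9 of them differed, all higher at day 3, with log2 differences of 4.30 for Cd4, 2.94 for Cd5, 2.66 for Cd8a, 2.00 for Bbc3, 1.86 for Cd2, 1.32 for Cd69, 1.22 for Satb1, 0.98 for Trp53inp1 and 0.91 for Zfand2b, a gene of the LOCK in Fig. 6B. Cd2 was also higher at day 3 than at day 2, by 1.51 (adjusted p = 0.0385, limma). FPKM of Cd4 was 0.585 and 2.71 at day 0, 6.86 and 12.7 at day 1, 145 and 40.1 at day 2 and 217 and 191 at day 3.

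GC content or length as the cause of the list's rise is argued against: with these trends removed the highest adjusted camera p over the days was 3.71e-05 (fry 0.0229). Over protein-coding genes only, which leaves out the T-cell receptor segments and short RNAs, it was 4.24e-06 (fry 0.00784). Without any one gene of the list the highest unadjusted camera p was 1.38e-05 (fry 0.00376), so no single gene carries it. Other thymocytes among the transduced cells were not excluded by these values, although all libraries come from a cultured cell line. The median log2 change of 6 pan-T genes at day 3 was 0.14, with 3 of the 6 higher, and members that go both ways decide nothing. At day 3, Cd3e was at 338 and 314 FPKM and Cd3g at 763 and 770 FPKM, below day 0, and Thy1 was at 1269 and 1165 FPKM, above it. The study's cells express all 6 of these genes at day 0, so their levels could not tell other thymocytes from these cells. Cd3e and Cd3g are also members of the thymocyte differentiation list. A change in the state of the cells after IKAROS re-expression may also contribute, as a hypothesis that these libraries leave untested.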

How the results depend on the processing

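Protein-coding genes only, the removal of GC and length trends and the comparison of kept LOCK genes with random kept genes were chosen after seeing the data; the other alternatives were not. For each value that changed, the cause was not tested unless the setting itself shows it.

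The number of genes past the threshold at day 1 was 10. It was 4 with a pseudocount of 0.1, 18 with no filter on low values, 5 with a minimum mean FPKM of 5 and 56 with the paper's rule. At day 2 it was 325, against 66 with no filter, 202 with the replicate block, 20 with only the libraries of that day and day 0 (fewer samples share the spread), 636 over protein-coding genes only and 173 with the paper's rule. At day 3 it was 1866, against 1122 with no filter, 548 with only the libraries of that day and day 0, 581 with the paper's rule and 956 where a 2-fold change was also asked for. Genes called in both the first and the changed setting at day 2 numbered 44 with no filter and 272 over protein-coding genes only. Day 3 had the most genes past the threshold, and day 1 the fewest, under each alternative run. Under median scaling all log2 changes shift by -0.11 at day 2 and -0.12 at day 3, and the lower share went from 23.7% to 37.3% at day 2 and from 48% to 63.4% at day 3. With GC and length trends removed it was 36.3% at day 2. Over the alternatives the lower share was between 17.1% and 50% at day 2 and between 32.1% and 63.4% at day 3. More genes were lower than higher at day 3 in 4 of them: median scaling, quantile normalization, a minimum mean FPKM of 5 and GC and length trends removed. The lower share at day 1 was 20% and became 0% over protein-coding genes only, with 0 lower and 9 higher, and 45.5% with only the libraries of days 1 and 0, with 5 lower and 6 higher.

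Genes changed at least 2-fold at day 1 numbered 492. They numbered 785 with a pseudocount of 0.1, 317 with a minimum mean FPKM of 5 and 162 over protein-coding genes only. At day 2, 1018 such genes became 576 over protein-coding genes only, and at day 3, 1597 became 1030. Across the fits that each left out one replicate, the count ran from 510 to 881 at day 1, from 971 to 1588 at day 2 and from 1524 to 2017 at day 3. The 881 came without replicate 2 of day 0 and the 1588 without replicate 1 of day 2. At day 1 more of these genes were lower (265) than higher (248) without replicate 1 of that day, unlike with each other library left out.

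With the replicate number as a block, 9 genes passed at day 1 and 1847 at day 3. Residuals of same-numbered libraries correlated from 0.00081 to 0.094 over the 6 pairs of days, so the numbers do not pair the libraries. Among the genes named, the block gained Cdk6 at day 3 and lost Gzma and Tctex1d1 at day 1 and Il2ra and AL772404.1 at day 2.

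Adm stayed lower at day 1 under each alternative, with adjusted p from 0.293 to 0.713, and Pdgfa with adjusted p from 0.351 to 0.807. The change of Cdk6 at day 1 ran from -0.46 to 0.95 and at day 2 from -1.02 to 0.39 as libraries were left out, negative at day 1 without replicate 1 of day 0 and positive at day 2 without replicate 2 of day 0. At day 2 Hes1 ran from -0.73 to 1.18, negative only without replicate 2 of that day, and Wif1 from -0.95 to 0.36, positive only without replicate 1 of that day. Hdac1 was near 0, from -0.038 to 0.016 at day 1 and from -0.23 to 0.068 at day 2 as libraries were left out, and was 0.037 and 0.011 with quantile normalization and 0.02 at day 1 with GC and length trends removed.

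The LOCK genes' median FPKM of 6.67 at day 1 was 6.93 under median scaling, from 7.01 to 7.30 with one replicate left out, and 4.92 over the day 1 LOCK's genes. At day 2 it was 8.47, and 5.50 over the day 1 LOCK's genes. Their percentiles of 97.2 and 97.8 became 87.2 and 87.4 over the day 1 LOCK's genes, 4 and 5.8 with random lists from kept genes, which leave out genes under the minimum while 3 of the 12 LOCK genes are under it, and 32.6 and 30.7 over the 9 kept LOCK genes with random lists from kept genes.

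Correlations between the days' changes, across genes, were 0.592 for days 1 and 2 (0.482 to 0.719 with a replicate left out), 0.548 for days 1 and 3 (0.416 to 0.66) and 0.689 for days 2 and 3 (0.561 to 0.759). Over protein-coding genes only, the last was 0.767.

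List medians that changed sign lay near 0 in most cases, and no list with a changed sign passed the camera threshold in either setting. With GC and length trends removed, HDAC1 qChIP day 1 promoters were -0.095 at day 1 and -0.14 at day 2, interferon response 0.093 at day 1, the LOCK genes 0 at day 2, H3K27me3 track examples -0.027 at day 2 and p53 targets -0.20 at day 3. Under median scaling the LOCK genes were -0.071 at day 2, and at day 3 the HDAC1 complex was -0.015 and p53 targets -0.11. With no filter, the LOCK genes were -0.031 and Notch targets 0.10 at day 2, and at day 3 HDAC1 qChIP day 1 promoters were 0 and interferon response -0.006. H3K27me3 qChIP day 2 promoters were 0.008 at day 2 with a pseudocount of 0.1. With quantile normalization, the HDAC1 complex was 0.004 at day 1 and 0.081 at day 2, the LOCK genes -0.052 and Notch targets 0.037 at day 2, and H3K27me3 track examples 0.004, p53 targets -0.10 and proliferation 0.18 at day 3. With a minimum mean FPKM of 5, interferon response was 0.082 at day 1, the LOCK genes -0.012 at day 2 and H3K27me3 qChIP day 2 promoters 0.14 at day 3.

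Among other results, mainly single genes, the fit of only 2 days at a time gave 17 weaker and 2 stronger calls, and no filter on low values gave 15 weaker and 2 stronger calls and 4 changes of sign. Changes of sign numbered 9 with quantile normalization and 7 with GC and length trends removed. In simulated data with 2 libraries per day, 11.5% of genes with a log2 change of 1 were recovered at day 1, 11% at day 2 and 0% at day 3 when 200 genes changed. These shares are not those of the libraries, where 956 of the 1597 genes changed at least 2-fold at day 3 passed.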

Differences from the paper's values

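Mean FPKM of Adm was 63.9 at day 0 and 31.8 at day 1, against the paper's values of about 64 and about 31 in Fig. S15C, read by eye. Pdgfa had 65.6 and 34.8 FPKM, against the paper's about 67 and about 34 in Fig. S15C, read by eye. None of these 4 values differs from the paper's by the criteria used, with the values as deposited or under median scaling, an alternative set before the data were examined. The error bars differ more: in Fig. S15C, read by eye, that of Adm was about 3.3 at day 0, against an SD here of 21.2 (n = 2), and that of Pdgfa at day 1 was about 0.9, against an SD of 3.15. The larger of the 2 errors is part of the criteria, so the wide SD of Adm at day 0 makes a difference harder to find there. Which kind of error the figure shows was not settled here.

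The paper presents Adm and Pdgfa as repressed after re-expression. Both were lower at day 1, with log2 changes of -0.95 and -0.90. Adjusted over all genes tested, neither passed the threshold with limma at day 1 (adjusted p 0.484 and 0.58) or under any alternative. Both genes were named in advance, and before adjustment their limma p at day 1 was 0.00635 for Adm and 0.0118 for Pdgfa. These unadjusted values take no account of the other genes named in advance. Neither passed under the paper's rule, with unadjusted p of 0.209 and 0.063 from its gene-wise test. For that rule the changes were under 2-fold on the log2 scale with a pseudocount. At day 2, Adm passed with a pseudocount of 0.1 (adjusted p 0.0433), a minimum mean FPKM of 5 (0.0407) and quantile normalization (0.0482), and also over protein-coding genes only (0.022) and with GC and length trends removed (0.033), the last 2 settings chosen after seeing the values, over a range of 0.022 to 0.304 for all alternatives. At day 3, for which the paper reports no RNA data, the adjusted p was 0.00962 for Adm (0.00237 to 0.058 over the alternatives, lost with only the libraries of days 3 and 0) and 0.0277 for Pdgfa (0.0117 to 0.088, lost with no filter), and neither passed under the paper's rule.

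The paper presents repression as the main direction among IKAROS-HDAC1 targets at day 1. Over all genes tested, 2 of 10 genes past the threshold were lower, and 348 of the 813 genes with an unadjusted p under 0.05. With only the libraries of days 1 and 0, 5 of 11 were lower. Among genes changed at least 2-fold, 215 were lower and 277 higher, and without replicate 1 of day 1, 265 were lower and 248 higher. The paper's list was not used here, so these are not the same genes. Among the genes of Fig. 3C, Hes1 (log2 change -0.84) and Wif1 (-0.61) were lower at day 1, and Cdk6 was not (0.245). Without replicate 1 of day 0, Cdk6 was at -0.46, and without replicate 1 of day 1, Wif1 was at -0.10.

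The paper presents genes under LOCKs as less expressed than random genes. For the 12 genes of Fig. 6B, the percentile among random lists was 97.2 at day 1 and 97.8 at day 2 with random lists from all genes of the files, the opposite direction. With random lists from kept genes, an alternative set before the data were examined, it was 4 and 5.8, the paper's direction, but 3 of the 12 genes are under the minimum that kept genes pass. Over the 9 kept LOCK genes, a setting chosen after seeing the values, it was 32.6 and 30.7. These are lower than the middle of the random lists but well inside their range. At day 1 only 5 of the 12 genes are under the LOCK. With random lists from all genes, those 5 lay at percentile 87.2 at day 1.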

Other observations

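The comparison of the days' changes with simulated groups was part of the design, and the other tests of explanations in this part were chosen only after the patterns they bear on were seen.

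Replicate 2 of day 2 stands apart from the other libraries. It lay at -62.5 on the second principal component (16.2% of the variance), where the others lay between -8.31 and 27.6. It was the highest of the 8 libraries for 2963 genes, while replicate 1 of day 0 was highest for 3150, and 11 genes had a failed value in it. Among genes chosen after their values were seen, Nupr1 was 30.3 FPKM there and 0.935 FPKM in the other day 2 library, Chac1 27.2 against 1.59, and Trib3 16.4 against 1.04. Of 29 ATF4 targets outside the 60 genes first seen, 22 were highest in that library, which is 75.9% beside 23.1% of all genes outside the 60 (exact hypergeometric test, one-sided p = 2.51e-09, in which genes are taken as independent). In each other library at most 13.8% were highest. GC content or length is argued against as the cause, since 72.4% were still highest there with these trends removed, beside 18.2%. A rise of the 18 listed unfolded protein response genes as a set is also argued against, as 11.1% of them were highest there (exact hypergeometric test, p = 0.943). This list may not cover every part of that response, and other causes that raise ATF4 targets were not separated. An amino-acid stress response in that culture may explain the difference, as a hypothesis found and tested on the same libraries. The design names no condition that separates the 2 libraries of day 2, so no biological explanation by condition was tested.

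Ikzf1 RNA was present at day 0 in cells that lack IKAROS. Reads shared with Ikzf2, Ikzf3, Ikzf4 and Ikzf5 are argued against as the whole source, since the summed FPKM of these paralogs at day 0 was 83.7, against 187 for Ikzf1. Whether the RNA comes from the disrupted allele was not tested, as the values are per gene.

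The log2 changes of the days went together across genes, which are not independent replicates. The correlation was 0.592 for days 1 and 2 and 0.689 for days 2 and 3, above the highest of 100 simulated unchanged groups that share the day 0 libraries (0.554 and 0.56). For days 1 and 3 it was 0.548, within the simulated range, whose highest value was 0.56, so the shared day 0 libraries alone give as much. With a separate day 0 library for each day the correlations were 0.176, 0.185 and 0.374 for days 1 and 2, 1 and 3, and 2 and 3. These were above the highest simulated values of 0.084, 0.061 and 0.082. The simulated groups drew each gene independently, with no library that stands apart. Variation shared by many genes of a library would widen these ranges, so values above them do not exclude noise.

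Some T-cell receptor genes rose at day 3, chosen after their values were seen. Trac, the constant segment on chromosome 14, went from 55.2 and 50.9 FPKM at day 0 to 736 and 726 FPKM at day 3 (adjusted p = 0.0004, limma). Trbc1 went from 480 and 397 FPKM to 869 and 810 FPKM (adjusted p = 0.0138, limma) and Trbc2 from 894 and 744 FPKM to 1634 and 1551 FPKM (adjusted p = 0.0143, limma). Tcrg-C went the other way, from 2.99 and 2.25 FPKM at day 0 to 0.451 and 1.47 FPKM at day 3, without passing the threshold (adjusted p = 0.126, limma). Before that fall Tcrg-C was above both day 0 libraries, with 6.68 and 10.1 FPKM at day 1 and 4.87 and 7.85 FPKM at day 2. Neither of these days passed (adjusted p 0.504 and 0.157, limma). Of the J segments on chromosome 14 of mm9, 10 passed the minimum mean FPKM of 1 and lie between 54825416 and 54837576. In all 10, both day 3 libraries were above both day 0 libraries. A segment near 0 at day 0 passes the minimum only if it is higher later, so the filter partly fixes this direction. These segments are 57 to 66 bases long, so their FPKM is unstable, and 9 of them are listed at 0 in some library. By the naming rule, Gm16654 and Gm16915 were among the 3 largest rises at day 2, and Gm16653, Gm16654 and Gm16915 were the 3 largest at day 3. The largest falls were those of SNORD88, AL772404.1 and SNORA51 at day 2, and SNORD88, Snord16a and AL772404.1 at day 3, all short RNAs of at most 133 bases. On the same strand, SNORD88 overlaps 2410002F23Rik, AL772404.1 overlaps Hnrnpa3 and SNORA51 overlaps Nop56, so their reads are uncertain. The call of SNORA51 was lost with a pseudocount of 0.1, with no filter and with only the libraries of days 2 and 0. With no filter, the calls of AL772404.1 at both days and of Snord16a were also lost. That of AL772404.1 at day 2 was lost with the replicate block as well.

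Of the 12 lists other than thymocyte differentiation, none passed the camera threshold at any day in the design fixed in advance (lowest adjusted p 0.0556 for the LOCK genes at day 1). Over 360 values under the alternatives, camera passed 12 times, for 4 lists: the LOCK genes and Notch targets at day 1, proliferation at days 1 and 2, interferon response at day 2 and Notch targets at day 3. The lowest adjusted fry p among these 12 was 0.0623. By fry alone, 3 other values passed (lowest 0.0104): H3K27me3 qChIP promoters of day 2 at day 3 with median scaling and with GC and length trends removed, and p53 targets at day 3 with only the libraries of days 3 and 0. When each library was left out in turn, the median changed sign in 19 of the 39 pairs of list and day, moved by over 1.5 times in 14 others, and did neither in 6. A response to the virus, which the interferon list would show, passed camera at day 2 only with GC and length trends removed (adjusted p 0.0367, fry 0.0623), a setting chosen after seeing the data; 6 of its 7 genes were higher at day 2. Across its alternatives at day 2 the camera p was between 0.0367 and 0.38. At day 3, 3 of the 7 genes passed the threshold: Irf7, Ddx58 and Zbp1 (adjusted p 0.029, 0.0242 and 0.0209, limma). These 3 were higher, and 4 of the 7 were higher in all. Adjusted over the list alone, 4 of the 7 passed at day 2, all of them higher, and 4 at day 3. The fourth at day 3 was Bst2, which was lower, with a mean of 74.5 FPKM at day 0 and 39.1 FPKM at day 3. The list named 16 genes, and those not tested, such as Ifit1, Ifit3 and Mx1, were under 1 FPKM in every library. The list is therefore mixed, and a response to the virus is not excluded.

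Notch targets had median log2 changes of -0.53, -0.026 and -0.94 at days 1, 2 and 3. Without 1 library the median ranged from -0.61 (without replicate 2 of day 0) to -0.33 (without replicate 1 of day 1) at day 1 and from -0.64 (without replicate 2 of day 2) to 0.54 (without replicate 1 of day 2) at day 2. Interferon response genes had median log2 changes of -0.026, 0.67 and 0.36 at days 1, 2 and 3. Leaving out 1 library gave medians from -0.16 (without replicate 2 of day 0) to 0.21 (without replicate 1 of day 0) at day 1 and from 0.35 (without replicate 2 of day 2) to 0.98 (without replicate 1 of day 2) at day 2. Targets of p53 had median log2 changes of 0.20, 0.60 and 0.008 at days 1, 2 and 3. Medians with 1 library left out ran from -0.075 (without replicate 2 of day 1) to 0.47 (without replicate 1 of day 1) at day 1, from -0.014 (without replicate 2 of day 2) to 0.79 (without replicate 1 of day 2) at day 2 and from -0.10 (without replicate 1 of day 0) to 0.14 (without replicate 2 of day 0) at day 3. Proliferation genes had median log2 changes of 0.11, 0.11 and -0.021 at days 1, 2 and 3. With 1 library left out, the median ranged from 0.053 (without replicate 1 of day 0) to 0.17 (without replicate 1 of day 1) at day 1, from 0.10 (without replicate 1 of day 0) to 0.25 (without replicate 2 of day 2) at day 2 and from -0.012 (without replicate 1 of day 0) to 0.082 (without replicate 2 of day 0) at day 3. Genes of the H3K27me3 machinery had median log2 changes of 0.052, 0.27 and 0.48 at days 1, 2 and 3. Without 1 library the median ranged from 0.02 (without replicate 1 of day 0) to 0.18 (without replicate 2 of day 0) at day 1, from 0.12 (without replicate 1 of day 0) to 0.42 (without replicate 1 of day 2) at day 2 and from 0.29 (without replicate 1 of day 0) to 0.63 (without replicate 2 of day 0) at day 3. The HDAC1 complex had median log2 changes of -0.041, -0.075 and 0.10 at days 1, 2 and 3. Leaving out 1 library gave medians from -0.072 (without replicate 2 of day 0) to 0.004 (without replicate 1 of day 1) at day 1, from -0.068 (without replicate 2 of day 0) to 0.036 (without replicate 2 of day 2) at day 2 and from -0.044 (without replicate 2 of day 0) to 0.14 (without replicate 2 of day 3) at day 3. H3K27me3 qChIP promoters of day 1 had median log2 changes of -0.054, 0.20 and 0.68 at days 1, 2 and 3. Medians with 1 library left out ran from -0.21 (without replicate 2 of day 0) to 0.079 (without replicate 1 of day 1) at day 1, from 0.047 (without replicate 2 of day 0) to 0.42 (without replicate 1 of day 2) at day 2 and from 0.45 (without replicate 2 of day 0) to 0.72 (without replicate 1 of day 3) at day 3. H3K27me3 qChIP promoters of day 2 had median log2 changes of -0.21, -0.005 and -0.16 at days 1, 2 and 3. With 1 library left out, the median ranged from -0.29 (without replicate 2 of day 0) to -0.048 (without replicate 1 of day 0) at day 1 and from -0.14 (without replicate 2 of day 0) to 0.20 (without replicate 1 of day 2) at day 2. HDAC1 qChIP promoters of day 1 had median log2 changes of 0.11, 0.15 and -0.34 at days 1, 2 and 3. Without 1 library the median ranged from -0.061 (without replicate 1 of day 0) to 0.12 (without replicate 2 of day 0) at day 1, from -0.059 (without replicate 1 of day 0) to 0.34 (without replicate 1 of day 2) at day 2 and from -0.44 (without replicate 1 of day 0) to -0.13 (without replicate 2 of day 0) at day 3. HDAC1 qChIP promoters of day 2 had median log2 changes of -0.22, -0.056 and -0.23 at days 1, 2 and 3. Leaving out 1 library gave medians from -0.40 (without replicate 2 of day 0) to -0.12 (without replicate 1 of day 1) at day 1, from -0.19 (without replicate 2 of day 2) to 0.37 (without replicate 1 of day 2) at day 2 and from -0.45 (without replicate 1 of day 3) to 0.003 (without replicate 2 of day 3) at day 3. H3K27me3 track examples had median log2 changes of 0.18, 0.12 and -0.11 at days 1, 2 and 3. Medians with 1 library left out ran from -0.063 (without replicate 1 of day 0) to 0.21 (without replicate 2 of day 0) at day 1, from -0.087 (without replicate 1 of day 0) to 0.37 (without replicate 1 of day 2) at day 2 and from -0.24 (without replicate 1 of day 0) to 0.055 (without replicate 2 of day 0) at day 3. At day 3 the LOCK genes were at 0.29, and at 0.10 without replicate 2 of day 0.

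Ezh2, whose exons overlap Gm17629 on the opposite strand, was 144 ± 13.3 FPKM (SD, n = 2) at day 0 and 229 ± 49.7 FPKM at day 2, a log2 change of 0.65 (adjusted p = 0.103, limma) that was 0.42 without replicate 2 of day 2. Of the genes of Fig. 1C, Scn4b changed by -1.19, -1.22 and -2.32 (adjusted p 0.657, 0.136 and 0.0166, limma) and Rnf182 by -0.55, -0.09 and -1.48 (0.828, 0.93 and 0.0701). Without replicate 1 of the day, Scn4b was at -0.65 at day 1 and -0.78 at day 2, and Rnf182 at 0.035 and 0.14. Bnc1 was under the minimum for testing, with 2.12 FPKM at day 0 and 0.664 FPKM at day 1. Its exons overlap 4833418N17Rik on the opposite strand.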
